# Folate receptor β performs an immune checkpoint function in activated macrophages

**DOI:** 10.3389/fimmu.2025.1638907

**Published:** 2025-09-29

**Authors:** Fenghua Zhang, Md Yusuf Al-Amin, Sagar Utturkar, Rina Jiang, Gregory Cresswell, Rami Alfar, Ian Ophaug-Johansen, Gabriel Bachman, Madduri Srinivasarao, Richard Finnell, Amaya Puig-Kröger, Timothy Ratliff, Philip S. Low

**Keywords:** immune checkpoint, macrophages, MDSCs (myeloid-derived suppressor cells), folate receptor beta (FRβ, Folr2), tumor-associated macrophages (TAMs), tumor microenvironment, cancer immunotherapy, macrophage polarization

## Abstract

Monocytes and macrophages are sentinels of the immune system that distinguish themselves from other cells by expressing the beta isoform of the folate receptor (FRβ). Because FRβ does not bind folate until the monocyte/macrophage is exposed to immunosuppressive cytokines, the question naturally arose whether FRβ might also perform an immune-related function. To examine this matter, we compared the properties of wild type (WT) and FRβ knockout mice. We observe that FRβ knockout (KO) mice display autoimmune symptoms that can include alopecia, enlarged spleens, and dermatitis, despite having normal cellular folate levels. We further demonstrate that syngeneic tumors (TRAMP C2, MC38) grow much slower in FRβ KO mice than wildtype mice. Comparison of cells extracted from syngeneic tumors of KO mice further reveal that CD69+ T cells are increased while PD1+ T cells and PD-L1+ myeloid cells are decreased in KO tumors. More detailed comparison of the bone marrow-derived macrophages from KO and WT mice demonstrates that KO mice have upregulated pro-inflammatory genes and downregulated anti-inflammatory genes. Because blockade of FRβ with a monoclonal antibody or deletion of FRβ impairs direct macrophage suppression of T cell activation *in vitro*, we conclude that FRβ performs a checkpoint function that regulates the immunologic properties of tumor myeloid cells. Since FRβ expression in human cancers is shown to correlate inversely with overall survival, we further posit that FRβ similarly performs an immunosuppressive function in human tumors.

## Introduction

Folates constitute a group of related B vitamins that are essential for the synthesis of nucleotide bases, several amino acids, and many other biochemical building blocks in which a methylation reaction is required (1). Cells that undergo rapid proliferation, enlargement, and/or repair therefore require substantial quantities of folates to support their anabolic functions (2). Because folates are not synthesized by mammals, they must be obtained in the diet and internalized into cells with the aid of folate transporters, primarily the reduced folate carrier (RFC) and the proton coupled folate transporter (PCFT) (3–5). Folate receptors, which are only expressed on a very few cell types (6), are not required for folate transport into most cells.

While the functions of RFC and PCFT are well established (5), the roles of folate receptors remain poorly understood. In the case of proximal tubule cells of the kidneys, folate receptor α (FRα) is required to capture folates in the urine and transport them against a concentration gradient back into the blood; i.e. in order to prevent folate deficiency (7). Similarly, FRα on the choroid plexus may assure that the high folate concentrations required in the brain can be generated from the low folate concentrations in the blood (8). FRα on a small subset of embryonic cells may similarly be critical to capture folates from maternal circulation and deliver them into the growing fetus (9). However, the function of FRα on the apical surfaces of other epithelial cells (e.g. uterus, mammary ducts, fallopian tubes, alveolar epithelial cells, etc.) remains enigmatic, since their apical surfaces face an externally exposed lumen where folate concentrations are negligible. Moreover, the functions of the three other isoforms of FR (β, γ, and δ) cannot be explained by a need for folate uptake, since they are found on immune cells that have abundant folate transporters and are generally not rapidly proliferating (10–12). Thus, FRβ is expressed on monocytes and macrophages (13), FRγ is detected primarily on mature neutrophils (14), and FRδ seems to be restricted to regulatory T cells (12, 15). The functions of FRβ and FRδ are further confused by the fact that these receptors largely exist in nonfunctional states that do not bind folate (10, 12) (function of FRγ has not been examined yet), suggesting that folate transport cannot be their primary function.

In pondering possible alternative functions for FRβ, we noted that FRβ expression is enhanced, and its vitamin binding function is activated by immunosuppressive cytokines, spent cancer cell culture medium, and ascites fluid from cancer patients (10). We also observed that FRβ-expressing tumor associated macrophages (TAMs), and myeloid derived suppressor cells (MDSCs) are the only myeloid cells capable of regulating T cells under hypoxic conditions (16). However, it remained unclear whether FRβ was simply a marker of immunosuppressive myeloid cells or perhaps a regulator of their suppressive activities. To explore this hypothesis, we generated FRβ knockout C57BL/6 mice and examined their immune functions at the organismal, cellular and molecular levels (9).

## Materials and methods

### Study design

The objective of this study was to determine whether folate receptor β (FRβ) performs an immune-related function besides folate transport in monocytes and macrophages. To test this hypothesis, we generated FRβ knockout (KO) C57BL/6 mice and compared their immunologic functions with those of wild type (WT) mice. We characterized the FRβ KO mice, analyzed immune-related gene and protein expression, evaluated responses to inflammatory stimuli, and examined tumor growth in both WT and KO mice.

Sample sizes were determined based on previous experience and pilot experiments to achieve sufficient statistical power. For animal studies, at least 3–7 mice per group were used, as indicated in the figure legends. Mice were randomly assigned to experimental groups. Investigators were not blinded during data collection and analysis. All animal studies were approved by the Purdue University Institutional Animal Care and Use Committee.

For human cancer patient survival analysis, publicly available data from The Cancer Genome Atlas (TCGA) were used. No statistical method was used to predetermine sample size for the human data analysis.

Experiments were performed at least three times independently unless otherwise noted. No data were excluded from the analyses.

### Cell lines

TRAMP C2 cells (Murine prostate adenocarcinoma) were purchased from the ATCC and cultured in DMEM medium supplemented with 10% FBS, 4 mM L-glutamine, 5 μg/mL insulin, 10 nM dehydroisoandrosterone and 1% penicillin/streptomycin. MC38 cells (murine colon adenocarcinoma) were purchased from Kerafast and cultured in DMEM medium with 10% FBS, 2mM L-glutamine, 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, 10 mM HEPES, 50ug/mL gentamycin sulfate, and 1% penicillin/streptomycin. For all experiments, cells were used within 10 passages from purchased stocks.

### Animal husbandry

Six- to eight-week-old male or female wildtype C57BL/6 mice were purchased from Charles River. FRβ and FRδ knockout mouse breeders were generated by Richard Finnell at Baylor College of Medicine and bred at the Purdue University animal facility (9). Mice were housed in accordance with protocols approved by Purdue University Animal Care and Use Committee. Water, regular rodent diet (Envigo, #2018S/2018SC) or folate-deficient chow (Envigo, #TD.00434) were freely available. For all studies on tumor-bearing mice, mice were fed folate-deficient chow for two weeks before tumor implantation and maintained on the chow for the duration of the studies. Briefly, commercially available mouse chow contains megadoses of folic acid that raise the serum folate concentrations of the mice to ~700 nM. Physiological folate concentrations are however only 20 nM. Therefore, to reduce the folate levels in the mice to normal concentrations, we have maintained the mice on a low folate diet. These physiological folate concentrations are necessary to observe physiologic interactions of folate and folate-linked fluorescent dyes with endogenous folate receptors.

### Knockout mice

FRβ knockout mice were created by insertional mutagenesis in the Richard Finnell lab as described earlier (9). These mice were then backcrossed onto the C57BL/6J strain (Charles River) using inbred SWV background *Folr2* ^(+/-)^ heterozygous male mice (from the Finnell lab) with C57BL/6 females in the Amaya Puig-Kröger lab to generate the final FRβ knockout (*Folr2* ^-/-^) mice. FRδ knockout mice were generated in collaboration with Purdue University’s Transgenic and Genome Editing Facility using the purchased embryos (B6.129P2(Cg)-*Izumo1r^tm1.1Salb^/Mmnc*, Item# 037093-UNC-EMBRYO, MMRRC) (17). Tail tips (2-5mm) were collected from 2–3 weeks old FRβ KO pups in accordance with NIH Animal Research Advisory Committee (ARAC) Guidelines for Genotyping Mice & Rats. Samples were then processed as previously described (18). After PCR, samples were separated by electrophoresis on 2.5% agarose gels at 150 volts for 30 minutes, and DNA was imaged using a Blue View Transilluminator (Vernier Bio-Technology).

### Hematoxylin and eosin (H&E) staining of spleens

Whole spleens were harvested, fixed in formalin (10%), and H&E stained slides were prepared by following the standard protocol (19). For magnification control, hearts and livers were also stained with the spleens.

### Analysis of tumor growth and immune cell phenotype in WT, FRβ KO and FRδ KO mice

Male and female WT or FRβ KO or FRδ KO mice were inoculated subcutaneously with TRAMP-C2 cells (2×10^6^ cells/mouse in FRβ KO, 0.5×10^6^ cells/mouse in FRδ KO) or MC38 cells (4×10^5^ cells/mouse). Tumor sizes were measured 2–3 times per week and volumes were calculated as (L*W*W)/2, where L is the length, W is the width of the tumor. When tumors reached 1000-1500mm^3^, mice were sacrificed and tumors were dissociated with tumor dissociation kit (Miltenyi, Cat#130-096-730). Cells were filtered through a 70-μm cell strainer and treated with RBC lysis buffer (Biolegend, #420301) to deplete erythrocytes. After washing 2x with cold PBS, the resulting single cell suspensions were resuspended in FACS buffer, stained with Zombie Violet dye (BioLegend, Cat#423114), and incubated with anti-mouse TruStain FcX™ (BioLegend, Cat#101319) for 5–10 minutes on ice. Cells were then washed 2x with PBS and then stained with antibodies listed in **Supplementary Table S1**. For antibody staining, cells were incubated with antibodies for 30min on ice. For small molecule staining, cells were incubated with FA-Cy5 (10nM) in the presence or absence of FA-glucosamine (1uM) for 1h. After washing twice with cold PBS, cells were analyzed by flow cytometry for the desired phenotypic markers: Monocyte-like (M)-MDSCs were identified as CD45+CD11b+Ly6C+, while granulocyte-like (G)-MDSCs were identified as CD45+CD11b+Ly6G+. Tumor associated macrophages (TAMs) were identified as CD45+CD11b+Ly6G-Ly6C-F4/80+. Additional analysis of MDSCs and TAMs included staining with anti-PD-L1 antibody and folate-Cy5 in the presence or absence of folate-glucosamine (competition). T cells were identified as CD45+CD3+. CD69 was employed as T cell activation marker, while PD1 was used as T cell suppression marker. All flow cytometry analyses were conducted on an Attune™ NxT Acoustic Focusing Cytometer (Invitrogen). Data were analyzed with Attune™ NxT Software.

Differentiation and polarization of murine bone marrow derived macrophages and bone marrow derived MDSCs.

Murine bone marrow cells were isolated from tibias and femurs of WT or FRβ KO male C57BL/6 mice as previously described (20). Cells were differentiated to BMDMs by culturing for 7 days in complete growth medium (regular or folate deficient RPMI 1640 medium supplemented with 10% FBS and 1% Penicillin/streptomycin) containing 20 ng/mL recombinant mouse M-CSF (Biolegend). The resulting macrophages were polarized into M1-like macrophages by treatment for 24 hours in complete growth medium containing recombinant mouse IFNγ (20 ng/mL; Biolegend) plus 1 ng/mL lipopolysaccharide (Biolegend), or M2-like macrophages by incubating for 48 hours with 20ng/mL IL-4 and 20ng/mL IL-13. IL-6 was analyzed in cell culture supernatants by ELISA and cells were harvested for RNA sequencing.

BM-MDSCs were obtained by culturing the isolated bone marrow cells for 7 days in complete growth medium containing 40ng/mL recombinant mouse GM-CSF (Biolegend) and 40ng/mL IL-6 (Biolegend). Mouse IL-6 and IL-10 in cell culture supernatants were analyzed using mouse IL-6 (Biolegend, # 431304) and IL-10 (Biolegend, # 431414) ELISA kits, respectively, according to the manuals.

### Analysis of fibrosis and macrophage phenotypes in a bleomycin induced pulmonary fibrosis model

Eight-week-old WT or FRβ KO male mice were instilled with 0.75mg/kg bleomycin, as previously described (20), and body weights were monitored throughout the study. Mice were imaged by micro-CT on days 14 and 21 post bleomycin instillation as described previously (21) to quantitate lung fibrosis. Bronchoalveolar lavage (BAL) fluids were harvested on day 21 and pelleted the cells by centrifugation for qPCR analysis of macrophage phenotypic markers.

### qPCR analysis of RNA expression

For RNA isolation from mouse tissues, liver, kidney, and lung samples were freshly collected following euthanasia and homogenized in cold DNA/RNA Shield buffer (Zymo Research, #R1100-50). RNA was then extracted using the Direct-zol RNA Miniprep Kit (Zymo Research, #R2051), according to the manufacturer’s instructions.

For RNA isolation from mouse macrophages, the cells were lysed in cold DNA/RNA Shield buffer (Zymo Research, #R1100-50) followed by RNA extraction using the Quick-RNA™ MicroPrep kit (Zymo Research, #R1051) and reverse-transcribed to cDNA using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems™, #4374966) according to the manufacturer’s instructions as previously described (20). qPCR was performed using the iTaq™ Universal SYBR Green SuperMix (Bio-Rad Laboratories, #1725121), iCycler thermocycler, and iCycleriQ 3.0 software to examine the expression of folate transporters and M2-macrophages markers. Primer sequences for qPCR are shown in **Supplementary Table S2**.

### RNA-seq of BMDMs

Total RNA was extracted from three mice per group, purified from mouse BMDM cells, pooled in each group, and sent to Novogene for QC and RNAseq analyses (Novoseq PE150). RNA samples were sequenced using an Illumina sequencer using a paired-end protocol, targeted read-length of 150 bp, and >40 million total reads per sample. Data quality control (adapter trimming and removal of reads when bases with quality scores <5 constituted >50% of the reads) was performed at Novogene. Reads were aligned to mouse (mm10) reference genome using HISAT2 aligner (22). The reads mapped to each gene were calculated at Novogene. The EdgeR Bioconductor package (23) was used to perform the differential expression analysis. Genes with cutoffs (pvalue < 0.05 and |log2FoldChange| > 1) were denoted as Differentially Expressed Genes (DEGs). Heatmaps and bar plots were created using the R-package pheatmap (24) and ggplot2 (25), respectively. GO enrichment analysis was performed by Novogene.

### T cell suppression assay

Macrophages were obtained by harvesting bone marrow from healthy WT and FRβ KO C57BL/6 female mice followed by differentiation in the presence of mouse M-CSF (20 ng/mL) for 7 days. Cells were then polarized to M2-like macrophages by culturing 48 hours in IL-4 (20 ng/mL) and IL-13 (20 ng/mL) containing media (folate deficient RPMI 1640 medium supplemented with 10% FBS and 1% Penicillin/Streptomycin). T cells were obtained separately starting with harvesting spleen from healthy female WT C57BL/6 mice followed by dissociation into single cell suspension through triturating, filtration with a 70μm cell strainer, and washing the strainer with 2% FBS/PBS containing 1mM EDTA. Next, RBCs in the splenocytes were lysed using RBC Lysis Buffer (BioLegend, #420302) and T cells were isolated using Dynabeads™ Untouched™ Mouse T Cells Kit (Invitrogen™, #11413D) followed by activation in IL-2 (50 U/mL) and CD3/CD28 beads (2:1 bead-to-cell ratio) for 48 hours. The T cells were then added to the above M2-macrophages and incubated for 18 hours under hypoxic conditions in presence of IL-2, IL-4, IL-13, and CD3/CD28 beads as described above and in the presence or absence of 5 μg/mL mouse anti-FRβ antibody (26). Finally, the cells were stained as described in the “Analysis of tumor growth and immune cell phenotype in WT and FRβ KO mice” section and the % of CD69+ T cells was quantitated as a measure of T cell activation. The % suppression was calculated as (1 - activation with macrophages/activation without macrophages)×100.

### Survival analyses for human cancers

TCGA PanCancer RNA-seq datasets for Lung squamous cell carcinoma and kidney renal clear cell carcinoma were explored in cBioPortal (27). Then RNA-seq z-score plots were generated for FOLR2 gene, performed a quartile comparison of all the patients and plotted survival curves for FOLR2 high versus low patients. The z-scores -0.064-0.08 and 0.7-2.42 were considered as FOLR2 low and high, respectively for Lung squamous cell carcinoma and z-scores -0.56-0.09 and 0.66-2.53 were considered as FOLR2 low and high, respectively for kidney renal clear cell carcinoma.

### Immunofluorescent imaging of reduced folate carrier 1 and proton coupled folate transporter

Macrophages were obtained from healthy WT and FR-β KO C57BL/6 mice, seeded at 50,000 cells/well in 8-well chamber slides, and polarized into M2-like macrophages, as described above. After fixation, permeabilization, and blocking as described above, cells were treated with primary anti-RFC1 (reduced folate carrier 1, abcam, Catalog # ab193559, 1/1000 dilution) or anti-PCFT (proton coupled folate transporter, abcam, Catalog # ab25134, 10 µg/mL) antibody at 4°C overnight. The cells were then stained with AF488 conjugated Goat anti-Rabbit IgG secondary antibody (10µg/mL) and Hoechst 33342 nuclear dye (1µg/mL) and then imaged using Nikon A1R-MP multiphoton confocal microscope as described above.

### Flow cytometry analyses of reduced folate carrier 1 and proton coupled folate transporter

Macrophages were obtained from healthy WT and FR-β KO C57BL/6 mice, and polarized into M2-like macrophages, as described above. The cells were washed with PBS and stained with Zombie Violet dye and FcX as described in the “Analysis of tumor growth and immune cell phenotype in WT and FRβ KO mice” section. Then the cells were treated with primary anti-RFC1 (reduced folate carrier 1, abcam, Catalog # ab193559, 1/1000 dilution) or anti-PCFT (proton coupled folate transporter, abcam, Catalog # ab25134, 5 µg/mL) antibody along with the other surface antibodies (Anti-mouse CD45, CD11b, and F4/80) at 4 °C for 1 hour in dark. The cells were then washed and stained with AF488 conjugated Goat anti-Rabbit IgG secondary antibody (10µg/mL) for 1 hour at 4°C in dark. Followed by washing the cells, flow cytometry analyses were performed as described above. (26, 28, 29)].

### Statistical analysis

Statistical analyses were performed using GraphPad Prism software (V10). Data are presented as mean ± standard error of the mean (SEM). Unpaired two-tailed Student’s t-test was used to compare means between two groups. One-way ANOVA with appropriate *post-hoc* test was used to compare means among three or more groups. Two-way ANOVA was used to compare means with two independent variables. Log-rank (Mantel-Cox) test was used to compare survival curves. P values less than 0.05 were considered statistically significant. The specific statistical tests used for each experiment are indicated in the figure legends. No statistical methods were used to predetermine sample sizes.

## Results

### Characterization of FRβ knockout mice

FOLR2 is a myeloid-specific gene for folate receptor beta (FRβ) that is expressed on a few subsets of monocytes and macrophages, but absent from essentially all other cells of the body (30–34). Because most copies of FRβ on myeloid cells in healthy individuals do not bind folic acid (**Supplementary Figure S1**) (10), and since the majority of FRβ on MDSCs and TAMs in tumor tissues is also nonfunctional, we hypothesized that FRβ might perform a function unrelated to folate transport, perhaps one involving immune regulation. To test this hypothesis, we generated an FRβ knockout (KO) mouse and compared its immunologic functions with those of wild type (WT) mice (9). As shown in **Figures 1A-C** and **Supplementary Figures S2, Figures S3**, insertional mutagenesis of the FRβ (*Folr2*) gene yielded mice in which the WT FRβ could not be detected, but in which FRα and both major folate transporters (RFC and PCFT) were transcribed (**Figures 1D-F**) and expressed (**Figures 1G–J**, **Supplementary Figure S3**) at normal levels. Because RFC and PCFT are known to supply most, if not all, folate needs of mature animals (5), it was not surprising that FRβ knockout mice were viable, fertile, and capable of growing to normal size. In fact, it was not until the KO mice were monitored for longer periods of time that it was observed that a substantial fraction (~20%) displayed spontaneous hair loss (**Figure 2A**), enlarged spleens (**Figure 2C**), and an unresolved dermatitis (**Figure 2B**) that were generally more severe in females than males and characterized by an elevated accumulation of macrophages in the affected tissues (**Supplementary Figure S4**). Because these symptoms were independent of the folate content in the diet, and since the KO mice had normal levels of the folate transporters that mediate uptake of folate into essentially all cells of the body (3–5), we conclude that inadequate folate is not the cause of these abnormalities. Instead, since the same symptoms can be logically attributed to an immune dysregulation (35), we hypothesized that deletion of FRβ might somehow alter the immunosuppressive functions of the macrophages. The studies below are designed to test this hypothesis.

**Figure 1:**
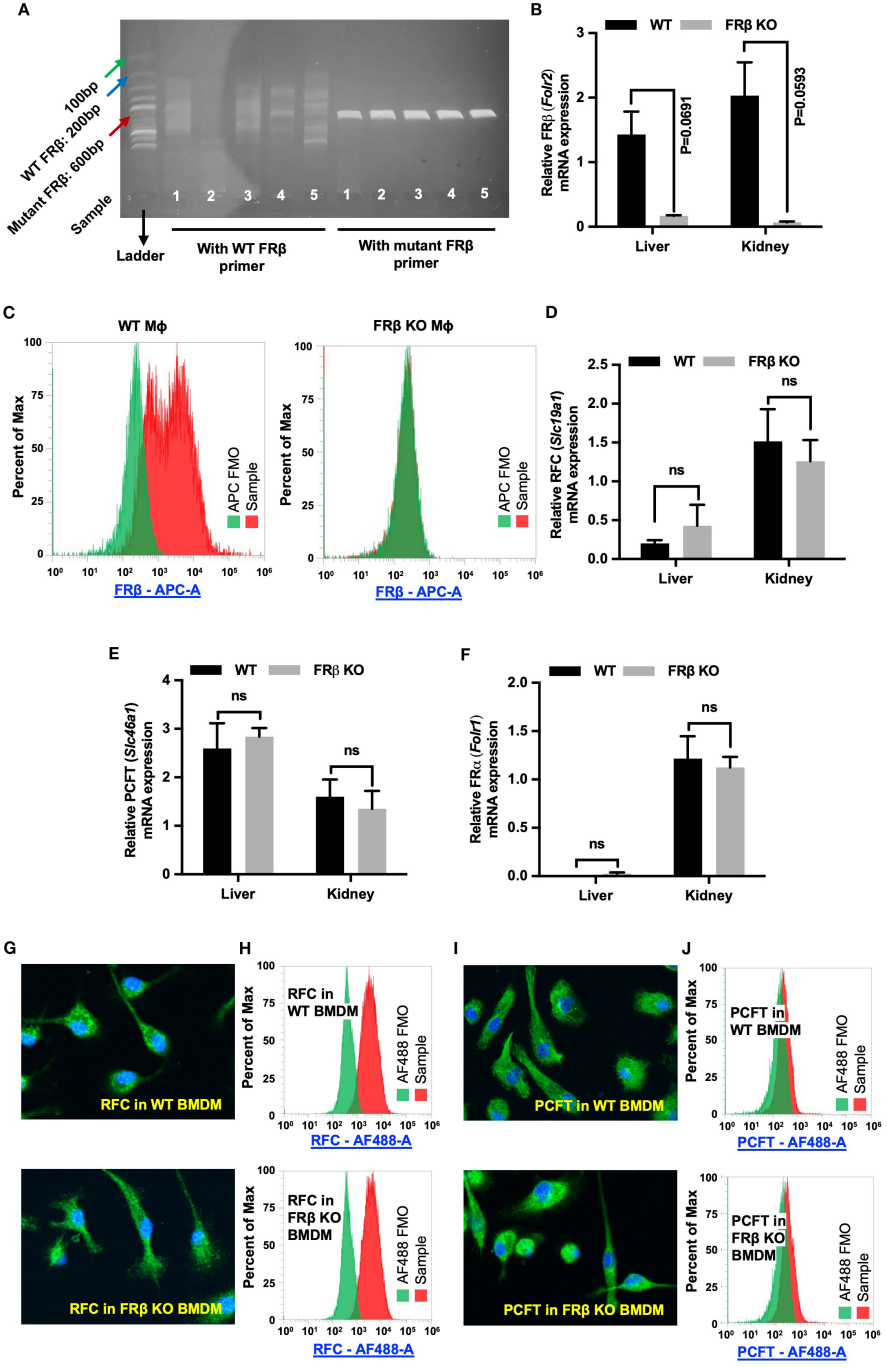
FRβ but no other folate transporters is absent from FRβ KO mice. **(A)** Tail clips were harvested from FRβ KO C57BL/6 mice for genotyping as described in the Methods. DNA from KO mice was amplified using either WT or mutant FRβ primers and amplicons were analyzed by DNA gel electrophoresis (n=5). Since the KO was generated by insertion of a neomycin resistance gene (NeoR) into the *Folr2* (FRβ) gene, the WT forward (FWD) primer was designed to pair with a segment of *Folr2* gene, while the mutant FWD primer paired with the *NeoR* gene. Both WT and mutant primer pairs used the same reverse primer, which targeted another segment of *Folr2* gene. The WT primers did not amplify the 200bp segment of *Folr2* gene demonstrating the absence of intact WT *Folr2* gene in the FRβ KO mice. The mutant FRβ primer amplified the anticipated 600bp segment of the mutated gene in the FRβ KO mice. **(C)** FRβ is detected in WT but not FRβ KO macrophages by flow cytometry. **(B, D–F)** FRβ mRNA is nearly absent in FRβ KO liver and kidney **(B)**, while RFC **(D)**, PCFT **(E)**, and FRα **(F)** transcript levels are unchanged between FRβ KO and WT tissues (n=3, normalized to β-actin). **(G–J)** RFC and PCFT protein expression and localization in bone marrow-derived macrophages are similar in WT and FRβ KO mice by confocal imaging and flow cytometry. All data are presented as mean ± SEM **(B, D-F)**. Unpaired T-test was used to compare the means between WT and FRβ KO mRNA levels **(B, D-F)**. ns, nonsignificant; *, P<0.05; **, P<0.01; ***, P<0.001; ****, P<0.0001. BMDM, Bone marrow derived macrophage. FMO, Fluorescence minus one. Mɸ, Macrophages.

**Figure 2:**
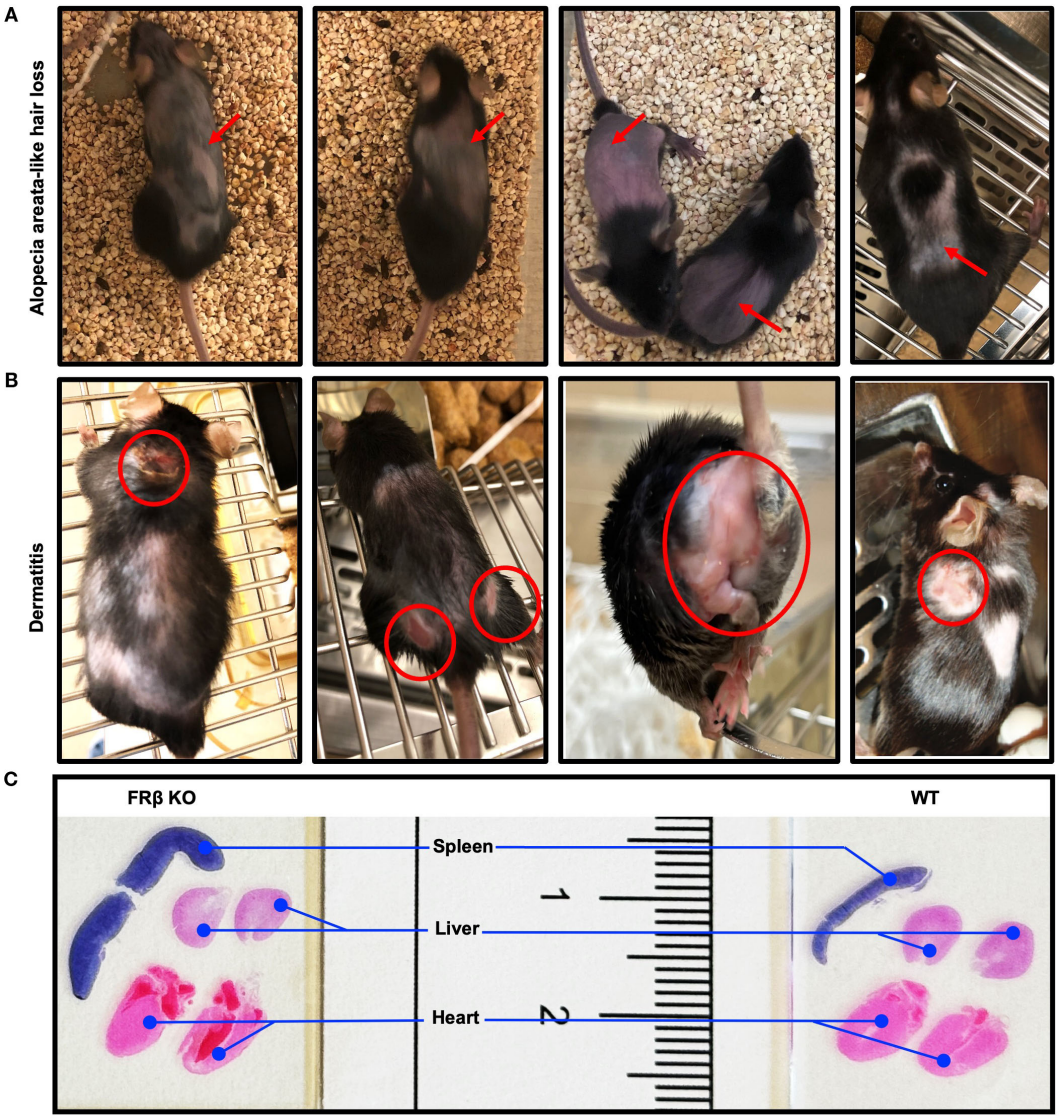
FRβ KO mice developed spontaneous autoimmune disease-like symptoms. **(A)** Images of FRβ KO C57BL/6 mice showing areas of spontaneous alopecia areata-like hair loss. **(B)** Images of FRβ KO C57BL/6 mice showing areas with spontaneous dermatitis. **(C)** Hematoxylin and eosin (H&E) stained spleen, liver and heart sections from FRβ KO and WT C57BL/6 mice showing larger spleen in FRβ KO mouse.

### Comparison of immune-related protein and gene expression between WT and FRβ KO mice

To determine whether FRβ deletion might alter the immunologic properties of the FRβ KO macrophages, we collected bone marrow from both WT and KO mice and differentiated the myeloid cells into MDSCs or M0-, M1-, or M2-like macrophages (see Methods). As seen in **Figure 3A**, MDSCs from WT mice secreted high levels of IL-10, whereas IL-10 was undetectable in the culture medium from MDSCs of KO mice. In contrast, IL-6 was more highly produced by the KO mice than WT mice (**Figure 3B**). Since the KO macrophages appeared otherwise normal, and because IL-10 is an immunosuppressive cytokine whereas IL-6 is an immunostimulatory cytokine, the data suggest that there is a shift towards a more inflammatory phenotype in the KO mice (**Figures 3A, B**).

**Figure 3:**
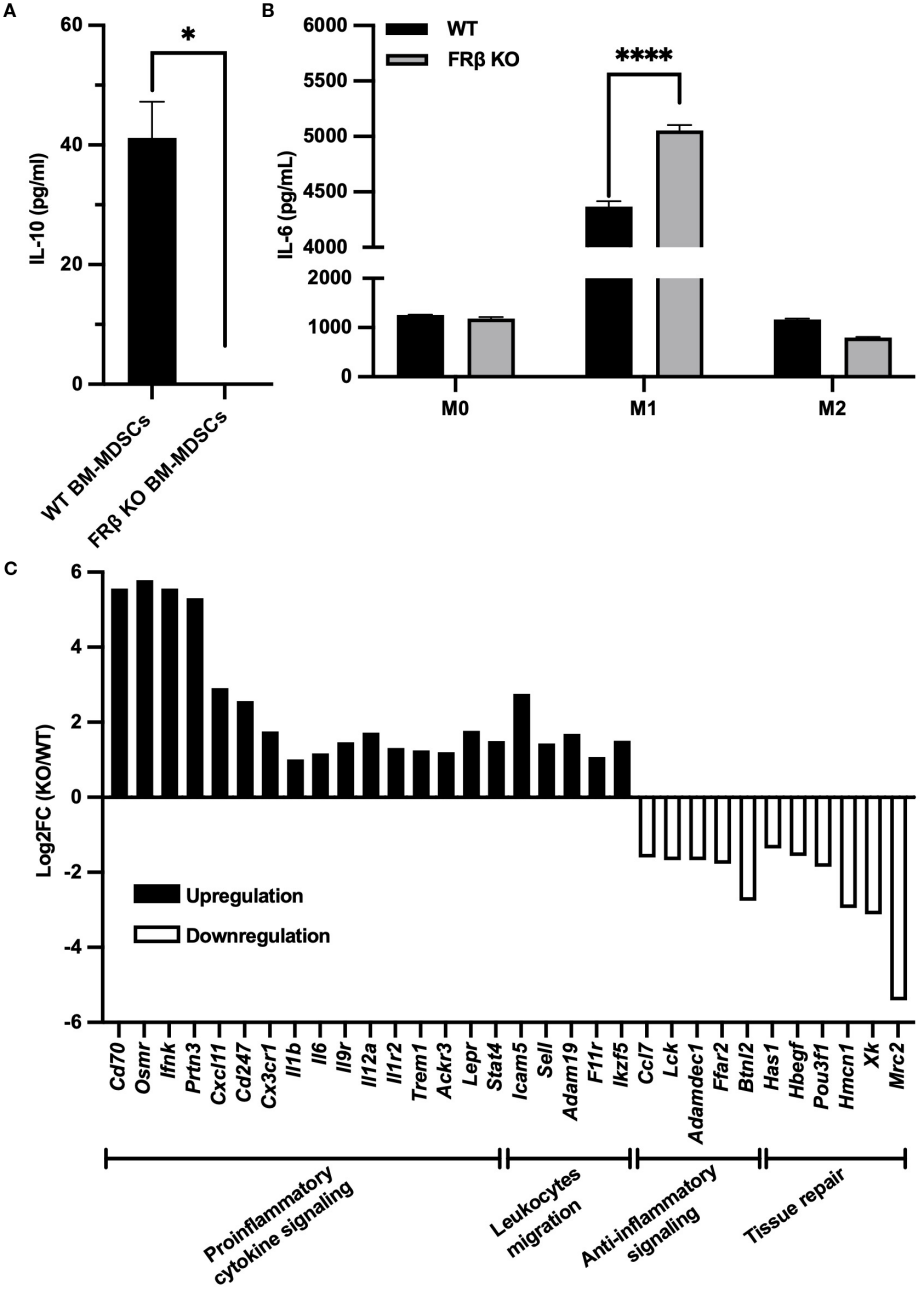
Immune-related gene expression in FRβ KO mice shows a shift towards a more inflammatory phenotype compared to WT mice. FRβ KO bone marrow-derived MDSCs secrete less IL-10 compared to WT mice **(A)**. M1-like macrophages from FRβ KO mice produce more IL-6 than WT mice **(B)**. RNA-seq of M1 macrophages (n=3 per group) shows gene expression changes in FRβ KO cells relative to WT, with upregulation of proinflammatory and chemotactic genes and downregulation of genes involved in anti-inflammatory signaling and tissue repair **(C)**. Unpaired T-test **(A, B)** was used to compare the means of different groups. ns, nonsignificant; *, P<0.05; **, P<0.01; ***, P<0.001; ****, P<0.0001.

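Of 30 M1 markers, 3 of which are also in Fig. 3C, 14 had a higher point ratio in FRβ KO and 16 a lower one with TMM, against 16 to 17 higher and 13 to 14 lower with the other scalings. Of these markers 0 passed 2-fold with their whole counting interval. *Il12b* (253 counts in WT and 533 in FRβ KO, ratio 1.96), *Ptgs2*, encoding cyclooxygenase-2 (2325 and 4364, ratio 1.75), and *Cd86* (2620 and 3603, ratio 1.28) were higher. *Tnf* (1447 and 1101 counts, ratio 0.709), *Cxcl9* (8274 and 6168, ratio 0.695) and *Socs3* (3423 and 2545, ratio 0.693) were lower, and these 3 genes were chosen after their values were seen. *Nos2*, encoding the inducible nitric oxide synthase, had 58376 and 59486 counts (ratio 0.950, 0.939 to 0.961). The median log2 ratio of the list was -0.01 with TMM, and above 0 with the other scalings, up to 0.03 with total counts. Of 24 pro-inflammatory cytokines and receptors, which hold the same 3 Fig. 3C genes, 14 were higher and 10 lower by point ratio, with a median log2 ratio of 0.13 at percentile 99.6 of random lists matched on expression.

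Of 25 M2 and anti-inflammatory markers, 17 had a lower and 8 a higher point ratio in FRβ KO, with a median log2 ratio of -0.13 at percentile 0.59. *Chil3*, encoding a chitinase-like protein of alternatively activated macrophages, had 2010 counts in WT and 1165 in FRβ KO (ratio 0.540, 0.502 to 0.581). *Egr2* (1565 and 1054, ratio 0.628) and *Il1rn*, the interleukin-1 receptor antagonist (6029 and 4356, ratio 0.674), were lower as well. *Arg1*, encoding arginase 1, had 5534 and 6559 counts, with the interval of the ratio from 1.07 to 1.15. *Il10* had 1 count in WT and 3 in FRβ KO, too few for a ratio.

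Of 24 chemokines, 2 of which (*Cxcl11* and *Ccl7*) are in Fig. 3C, 18 were lower and 6 higher by point ratio, with a median log2 ratio of -0.53 at percentile 0 of the random lists. Summed over the 24 genes, the level was higher in FRβ KO, at 3304 CPM in WT and 3494 in FRβ KO. *Ccl5*, with the counts given below, gained more CPM than the sum did, so the other chemokines together were lower. *Ccl6* had 9736 counts in WT and 5411 in FRβ KO (ratio 0.518, 0.501 to 0.536) and *Ccl8* 43 and 14 (ratio 0.304). Of 2 chemokines chosen after their values were seen, *Ccl2* had 2709 and 1675 (ratio 0.576, 0.542 to 0.613) and *Ccl5* 25001 and 39778 (ratio 1.48, 1.46 to 1.51). With 1 library per genotype, none of these differences can be set against a spread between mice.

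**Figure D1:**
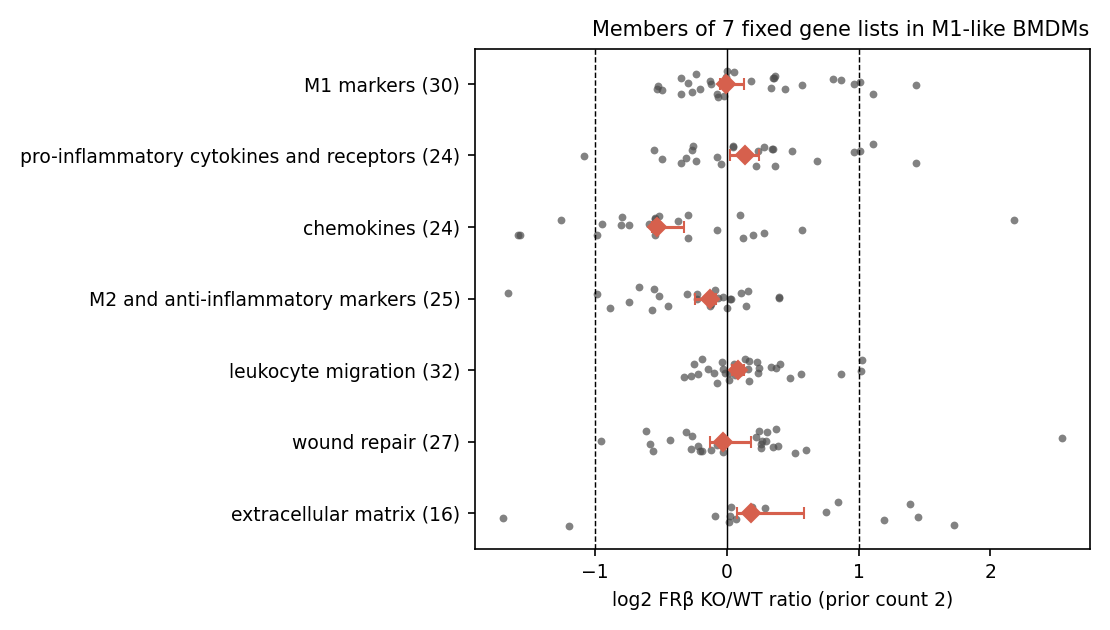
Log2 KO/WT ratio (prior count 2) of each measured member (grey points, vertical position arbitrary) of 7 gene lists, the number measured in brackets. Diamonds and bars are the median and its 95% interval from resampling the counts, dashed lines mark 2-fold, and the chemokine median lies lowest at -0.53.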

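*Folr2*, the gene disrupted in the FRβ KO mice, lies on chromosome 7 of mm10 from 101839988 to 101857194. It had 0 counts in the WT library of M1-like bone marrow derived macrophages (BMDMs) and 2 counts in the FRβ KO library, which is at or under the limit of 3 counts that a count of 0 allows, so no ratio is given and the targeted gene does not check the labels in these cells. That limit is 0.161 CPM in WT, so the WT cells held little or no *Folr2* transcript whose loss these libraries could show. *Folr1*, encoding FRα, had 0 counts in both. The carriers RFC (*Slc19a1*) and PCFT (*Slc46a1*) were detected, with 139 counts in WT and 119 in FRβ KO for *Slc19a1* (KO/WT ratio 0.798, 95% interval 0.620 to 1.03) and 153 and 138 counts for *Slc46a1* (ratio 0.841, 0.663 to 1.07). The paper's other measures of the genotypes include PCR genotyping (Fig. 1A) and flow cytometry of FRβ (Fig. 1C), the latter in BMDMs that Fig. S3 gives as M2-like. They also include IL-6 protein of M1-like macrophages (Fig. 3B), which it reports as higher in FRβ KO.

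RNA-seq measured the transcripts of M1-like BMDMs, which are bone marrow cells grown for 7 days in 20 ng/mL M-CSF and then polarized for 24 hours with 20 ng/mL IFNγ and 1 ng/mL LPS. RNA of 3 mice per genotype was pooled before sequencing, according to the methods, so each genotype is represented by 1 library and no difference has a replicate check. The counts summed to 18871271 in the WT library and 19742619 in the FRβ KO library. The paper gives a depth of more than 40000000 total paired-end reads per sample, and the values here use the counts assigned to genes. The authors' provider trimmed the 150 bp reads, aligned them to mm10 with HISAT2 and counted reads per gene. The counting program, its annotation release and its strand setting are not given in the sources used here. The methods name both regular and folate-deficient medium, and which of them these cells were grown in is not stated.

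From these raw counts, KO/WT ratios were computed on library sizes scaled by TMM, with the exact (Clopper-Pearson) 95% interval from the pair of counts, which covers counting error only. Of the 14489 genes with at least 10 counts over both libraries, 45 had a whole interval above a 2-fold higher level in FRβ KO and 59 below a 2-fold lower one. With edgeR's exact test and the paper's cutoffs, the number of genes called depended on the biological coefficient of variation assumed, which 1 library per genotype cannot estimate. It was 576 at a coefficient of 0.1, 425 at 0.2 and 118 at 0.4. Of the 23 Fig. 3C genes that passed the filter, 21, 20 and 2 were among them.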

To obtain a more detailed assessment of the immune-related changes in gene expression that might be affected by deletion of FRβ, we next conducted RNA-seq analysis of bone marrow derived M1-like macrophages from KO and WT mice (**Supplementary Figures S5A, B**). 

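The 16 genes that the paper groups under pro-inflammatory cytokine signaling had higher scaled counts in the FRβ KO library than in the WT library. *Il1b*, encoding the cytokine interleukin-1β, lies on chromosome 2 of mm10 from 129364570 to 129371139 and was the most abundant of them, with 751 counts in WT and 1625 in FRβ KO (ratio 2.02, 95% counting interval 1.85 to 2.20). *Trem1*, a receptor that amplifies inflammatory signals, had 121 and 309 counts (ratio 2.38, 1.92 to 2.96), and the decoy receptor gene *Il1r2* had 45 and 120 (ratio 2.49, 1.75 to 3.58). *Il6* had 21 and 51 counts (ratio 2.26, 1.34 to 3.96), and the transcription factor gene *Stat4* had 25 and 76 (ratio 2.83, 1.78 to 4.65).

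The largest ratios rested on few counts. *Cd70*, *Osmr*, *Ifnk* and *Prtn3* had 0 counts in WT and 6, 7, 6 and 5 in FRβ KO. The intervals of *Cd70*, *Osmr* and *Ifnk* lay above 1, with a lower limit of 1.34 for *Osmr*, and that of *Prtn3*, with a lower limit of 0.854, holds 1. *Cxcl11*, a chemokine gene that the annotation lists as a polymorphic pseudogene, had 2 and 17 counts (ratio 7.92, 1.88 to 70.7). *Cd247* had 1 and 7 (ratio 6.53, 0.838 to 294). The interval lay above 1 for 14 of the 16 genes and wholly above 2 for 0 of them, and 10 had fewer than 50 counts over both libraries.

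**Figure D2:**
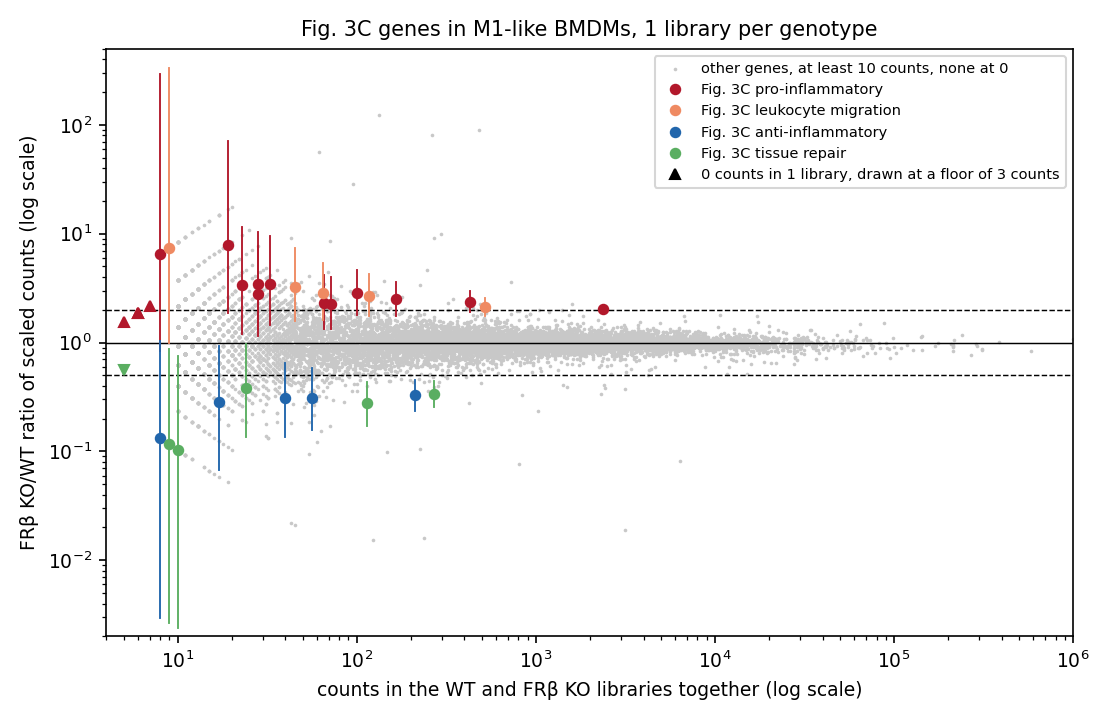
KO/WT ratio of scaled counts (log axis) against the counts in both libraries together (log axis) for the genes of Fig. 3C, coloured by the paper's group, with 95% counting intervals, 1 library per genotype. Triangles are genes with 0 counts in one library, drawn at their ratio to a floor of 3 counts without an interval, dashed lines mark 2-fold, and grey points are other genes with at least 10 counts over both libraries and none at 0; 19 of the 32 genes have fewer than 50 counts.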

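Among the 5 genes grouped as anti-inflammatory signaling, all had lower scaled counts in FRβ KO. *Ccl7*, a monocyte-attracting chemokine on chromosome 11 of mm10 from 82045712 to 82047525, had 156 counts in WT and 55 in FRβ KO, a 3.04-fold lower level (KO/WT ratio 0.329, 95% counting interval 0.237 to 0.450), and was the 1 gene of the group with its whole interval below 0.5. *Adamdec1* had 42 and 14 counts (ratio 0.311, 0.157 to 0.580), *Lck* 30 and 10 (ratio 0.311, 0.136 to 0.653) and *Ffar2*, a receptor for short-chain fatty acids, 13 and 4 (ratio 0.287, 0.0681 to 0.929). *Btnl2* had 7 counts and 1 count, with an interval that holds 1.

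The 6 tissue repair genes were likewise lower in FRβ KO. *Hbegf*, encoding heparin-binding EGF-like growth factor on chromosome 18 from 36504927 to 36515805, had 199 counts in WT and 72 in FRβ KO (ratio 0.337, 0.254 to 0.444), and the transcription factor gene *Pou3f1* had 88 and 26 (ratio 0.275, 0.171 to 0.431). These 2 had their whole interval below 0.5. *Has1*, a hyaluronan synthase, had 17 and 7 counts, *Hmcn1* 8 and 1, and *Xk* 9 and 1. *Mrc2* had 5 counts in WT and 0 in FRβ KO, and its interval, with an upper limit of 1.02, holds 1. How the genes of Fig. 3C were chosen is not given in the sources used here, and a list chosen on these libraries is not independent evidence of its direction.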

As shown in **Figure 3C**, deletion of FRβ almost uniformly enhanced expression of pro-inflammatory genes (e.g. *Cd70, Osmr, Ifnk, Prtn3, Cxcl11, Cd247, Cx3cr1, Il1b, Il6, Il9r, Il12a, Il1r2*, etc.), while downregulating expression of both anti-inflammatory genes (*Ffar2, Btnl2, Adamdec1, Ccl7*, and *Lck*) and genes involved in tissue repair (*Has1, Hbegf, Pou3f1, Hmcn1, Xk, Mrc2*). This shift towards a more inflammatory phenotype was further evidenced by increases in the transcription of genes involved in leucocyte migration and motility, i.e. processes required for infiltration of immune cells into inflamed lesions.

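The 5 leukocyte migration genes of Fig. 3C had higher scaled counts in the FRβ KO library, and 4 had a 95% counting interval above 1. *F11r*, encoding junctional adhesion molecule A, lies on chromosome 1 of mm10 from 171437535 to 171464603 and had 161 counts in WT and 363 in FRβ KO (KO/WT ratio 2.10, interval 1.74 to 2.55). *Adam19* had 10 and 35 counts (ratio 3.26, 1.58 to 7.39) and *Ikzf5* 16 and 49 (ratio 2.86, 1.60 to 5.38). *Icam5* had 1 count and 8 counts, and its interval, 1.00 to 331, holds 1. The whole interval lay above 2 for 0 of the 5 genes.

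A separate list of 32 leukocyte migration genes, fixed before the data were examined, held integrins, chemokine receptors and motility genes. Of these, 21 had a higher point ratio in FRβ KO and 11 a lower one, and 0 passed 2-fold with their whole interval. *Ccr7*, the receptor that guides cells to lymph nodes, had 245 counts in WT and 482 in FRβ KO (ratio 1.83, 1.57 to 2.15). *Cxcr4* had 928 and 1471 (ratio 1.48, 1.36 to 1.61), and the integrin gene *Itga4* had 442 and 662 (interval of the ratio 1.24 to 1.58). *Adam8* was lower, with 42207 and 36105 counts (ratio 0.797, 0.786 to 0.809). The median log2 ratio of the list was 0.08 (0.04 to 0.13 by resampling the counts), at percentile 99.8 of 10000 random lists of the same size and expression, which describes these 2 libraries and is not a test of the genotypes. The paper proposes a shift towards a more inflammatory phenotype from the IL-10 and IL-6 measurements (Fig. 3A, B), and states that the migration genes are further evidence of that shift after describing the other genes of Fig. 3C.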

Next, to determine whether this global repolarization towards a more inflammatory phenotype might affect the KO mouse’s response to an inflammatory stress, we induced inflammation in the lungs of both WT and KO mice by instillation of bleomycin and then compared their abilities to suppress the consequent emergence of inflammatory symptoms. As shown in **Figure 4A**, KO mice lost weight more rapidly following bleomycin administration, suggesting they were less capable of handling the inflammatory stress, i.e. consistent with their downregulation of anti-inflammatory markers (i.e., *Arg1, Cd206*, and *Mmp9*) (**Figures 4B-D**) and upregulation of a pro-inflammatory marker, iNOS (**Figure 4E**) in their bronchoalveolar lavage macrophages (CD45+F4/80+). Interestingly, the KO mice also exhibited less pulmonary fibrosis than the WT mice (**Figure 4F**), congruent with their diminished tissue repair capacity seen in the gene expression panel (**Figure 3C**). Taken together, these data demonstrate that FRβ plays a central role in regulating gene expression programs associated with macrophage polarization, and that its absence compromises macrophage-mediated immunosuppressive functions critical for controlling inflammation.

**Figure 4:**
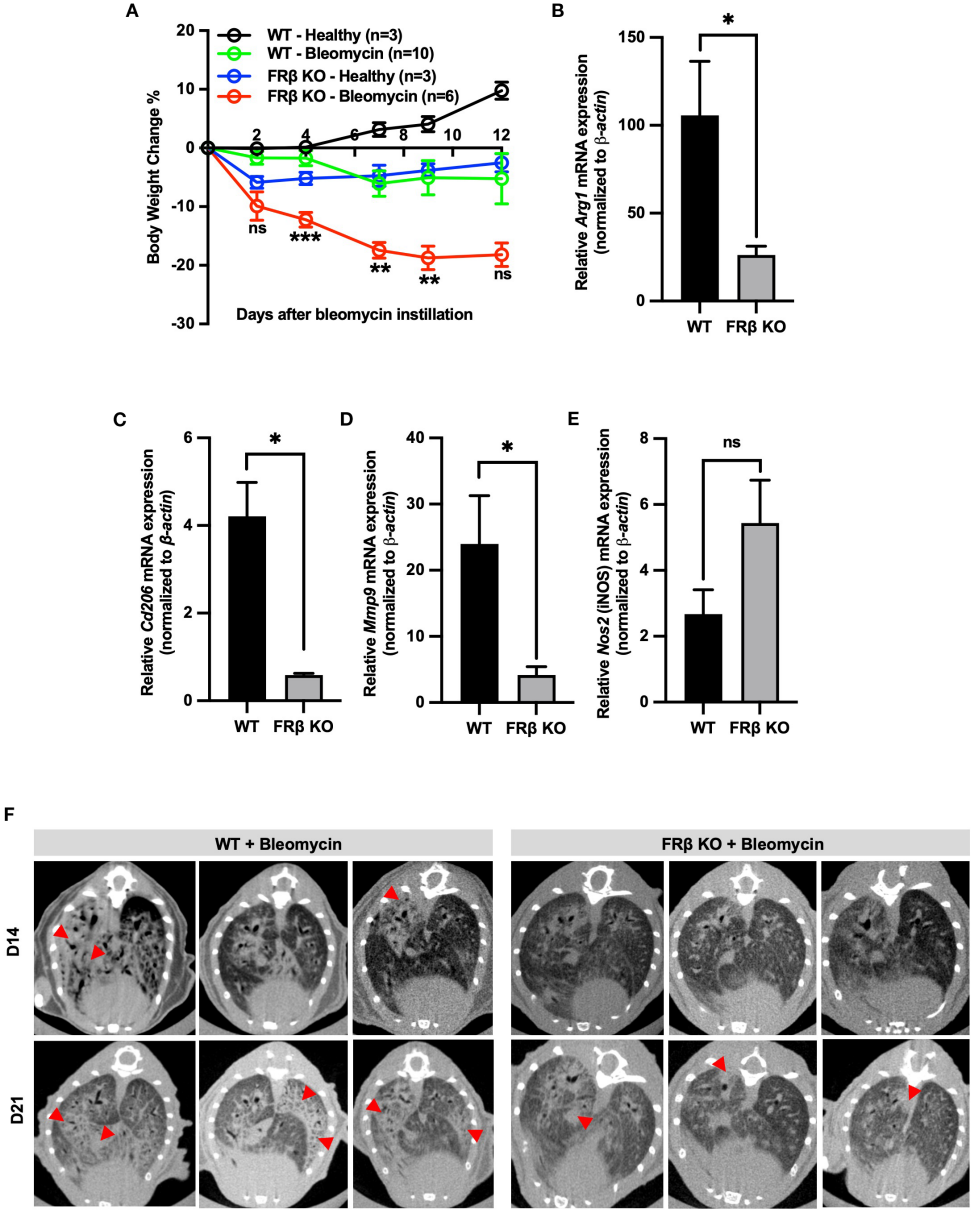
FRβ exerts an M2-like immunosuppressive effect in mice with bleomycin induced pulmonary fibrosis. Male WT or FRβ KO C57BL/6 mice were instilled with PBS (healthy control) or bleomycin to induce pulmonary inflammation and fibrosis. Bleomycin causes greater body weight loss in FRβ KO mice compared to WT **(A)**. On day 21, all mice were sacrificed and both bronchoalveolar lavage (BAL) fluid and lungs were collected for analysis. In BAL cells, FRβ KO mice (n=3 per group) show significantly reduced mRNA expression of M2-associated anti-inflammatory genes (*Arg1, Cd206, Mmp9*) **(B–D)** and a slight increase in mRNA for the M1 marker iNOS **(E)**. Micro-CT imaging reveals less pulmonary fibrosis in FRβ KO mice than WT controls (n=6 per group) **(F)**. All the data are presented as mean ± SEM **(A-E)**. Two-way ANOVA was used to compare the means among different groups and the statistics presented in **(A)** shows the differences between the WT-Bleomycin and KO-Bleomycin groups. Unpaired T-test was used to compare the means between WT and FRβ KO mRNA or protein levels **(B-E)**. ns, nonsignificant; *, P<0.05; **, P<0.01; ***, P<0.001; ****, P<0.0001.

### Evaluation of the effect of FRβ deletion on tumor growth

Because of the relevance of immune function to tumor growth (36), we next investigated whether syngeneic tumors might grow at different rates in KO and WT mice. As shown in **Figure 5A**, TRAMP C2 prostate tumors grew more slowly in KO than WT C57BL/6 mice, resulting in an overall survival that was predictably better in the KO than WT mice (**Figure 5B**). Although total white cells (CD45+), myeloid cells (CD45+CD11b+), macrophages (CD45+F4/80+), Tregs (CD45+FoxP3CD4+CD25+) and T cells (CD45+CD3+) did not differ between WT and KO tumors (**Supplementary Figure S6A**), the myeloid cells were FRβ+ in the WT mice but FRβ- in the KO mice was then confirmed by flow cytometry (FA-Cy5) (**Figure 5C**). Moreover, to establish that this inhibition of tumor growth was not an aberrant property of the TRAMP C2 tumor model, we repeated the study in C57BL/6 mice implanted with MC38 colon cancer cells. As shown in **Figure 5D**, MC38 tumors also grew slower in KO than WT mice. Taken together, these data demonstrate that FRβ is critical to the immunosuppressive function of TAMs and MDSCs.

**Figure 5:**
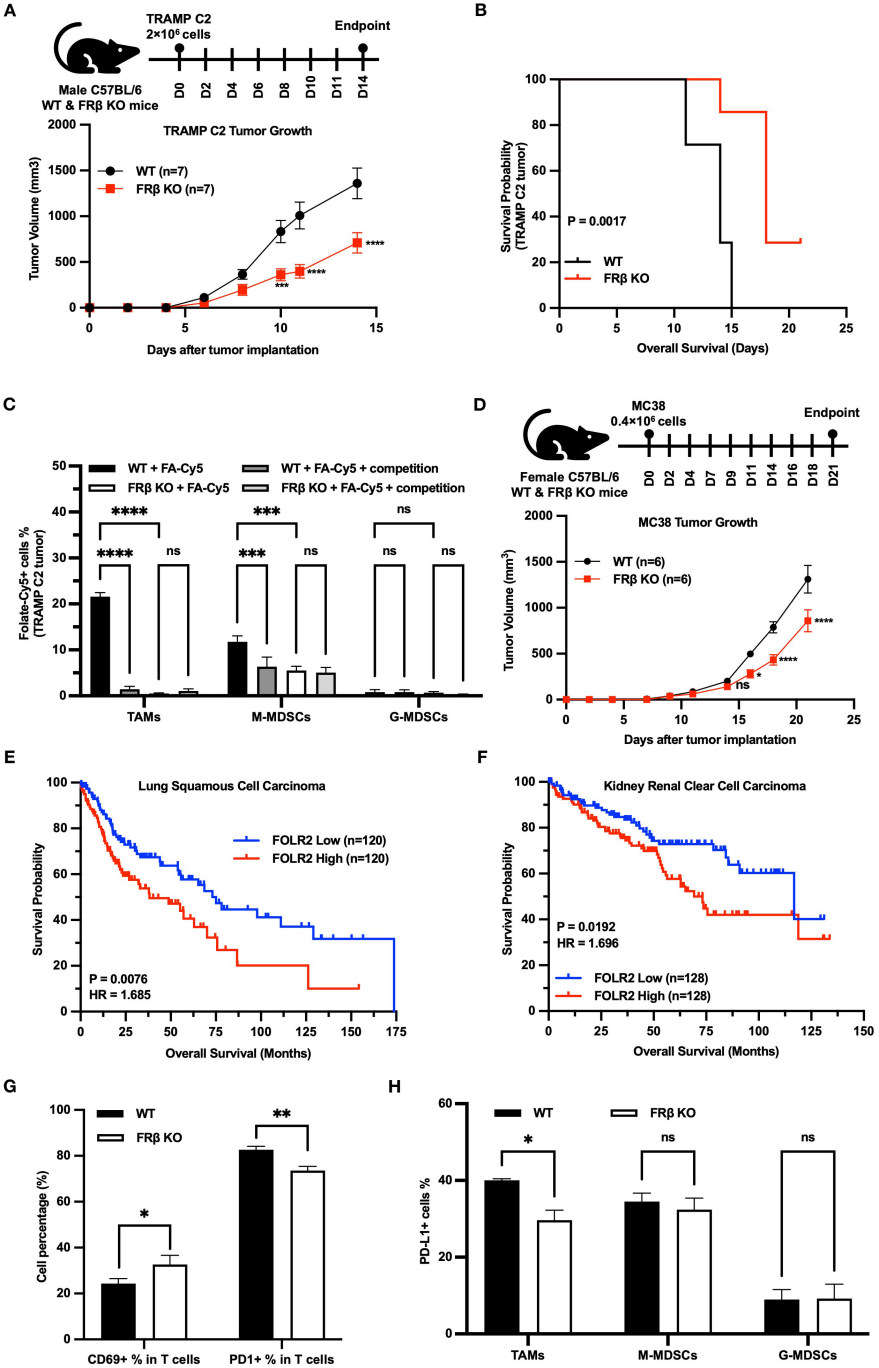
Loss of FRβ slows tumor growth, enhances anti-tumor immunity, and is linked to better survival in mice and humans. TRAMP C2 tumors grow significantly slower in FRβ KO mice (n=7 per group) **(A)**, resulting in improved survival compared to WT mice **(B)**. Myeloid cells (TAMs and M-MDSCs) from WT tumors bind the folate conjugate (FA-Cy5) significantly, while only background levels of FA-Cy5 binding are observed in cells from FRβ KO tumors **(C)**. MC38 colon tumors also grow slower in FRβ KO mice (n=6 per group) **(D)**. Analysis of TCGA datasets shows that high *FOLR2* (FRβ) expression correlates with reduced survival in patients with lung squamous cell carcinoma **(E)** and kidney renal clear cell carcinoma **(F)**. In TRAMP C2 tumors, FRβ KO mice have a higher percentage of activated (CD69+) T cells, lower PD-1 on T cells, and reduced PD-L1 on TAMs compared to WT **(G, H)**. These results indicate that FRβ promotes immune suppression and tumor growth in the tumor microenvironment.All data are presented as mean ± SEM **(A, C, D, G, H)**. Unpaired T-test **(G, H)** and 2-way ANOVA **(A, C, D)** were used to compare the means of different groups. Log-rank (Mantel-Cox) test was used to compare the survival probability between the two groups **(B, E, F)**. ns, nonsignificant; *, P<0.05; **, P<0.01; ***, P<0.001; ****, P<0.0001.

Next, to determine whether a similar dependence of tumor growth on FRβ expression might also occur in humans, we used the TCGA database to examine whether a correlation might exist between FRβ expression and the probability of survival in human cancer patients. As shown in panels E & F, a negative relationship does indeed exist between FRβ expression and patient survival, arguing that the murine data have relevance to human immuno-oncology. Specifically, in both lung squamous cell carcinoma (**Figure 5E**) and kidney renal clear cell carcinoma (**Figure 5F**), patients with high FOLR2 (FRβ) expression had significantly shorter overall survival compared to those with low expression. For lung squamous cell carcinoma, the Log-rank P value was 0.0076 and the hazard ratio (HR) was 1.685, indicating a 68.5% higher risk of death in the high FOLR2 group. In kidney renal clear cell carcinoma, the Log-rank P value was 0.0192 and the HR was 1.696, again demonstrating significantly worse survival in the high FOLR2 group. These results support the conclusion that elevated FRβ expression correlates with poor prognosis and reinforce the clinical relevance of the findings in our murine models.

Next, to obtain a qualitative indication of the mechanism by which FRβ might influence the tumor microenvironment, we dissociated cells from TRAMP C2 tumors and examined the activation markers of their component T cells by flow cytometry. As shown in **Figure 5G**, CD69+ T cells were elevated in tumors from the KO mice, suggesting that T cell activation was increased in the absence of FRβ. Congruent with this observation, KO T cells also expressed lower levels of the checkpoint receptor PD-1, and TAMs from the same tumors displayed lower amounts of PD-L1(**Figure 5H**, **Supplementary Figure S6**).

Next, to explore whether the above changes in T cell phenotype might be mechanistically linked to the aforementioned changes in myeloid cell function, we generated M2-like macrophages from WT and KO mouse bone marrows and compared their capacities to suppress T cell activation *in vitro*. As shown in **Figures 6A-C**, M2 macrophages from KO mice were less effective in inhibiting CD69 expression (a T cell activation marker) in CD8+, CD4+ and total T cell populations than macrophages from WT mice, i.e. confirming that FRβ impacts the ability of macrophages to regulate T cell activation. That this intercellular communication could involve physical contact between FRβ on the macrophage and a cognate receptor on the T cell was then demonstrated by showing that blockade of FRβ with an anti-FRβ monoclonal antibody reduced the suppressive function of WT macrophages to the level observed with KO macrophages (**Figures 6A-C**, **Supplementary Figure S7**).

**Figure 6:**
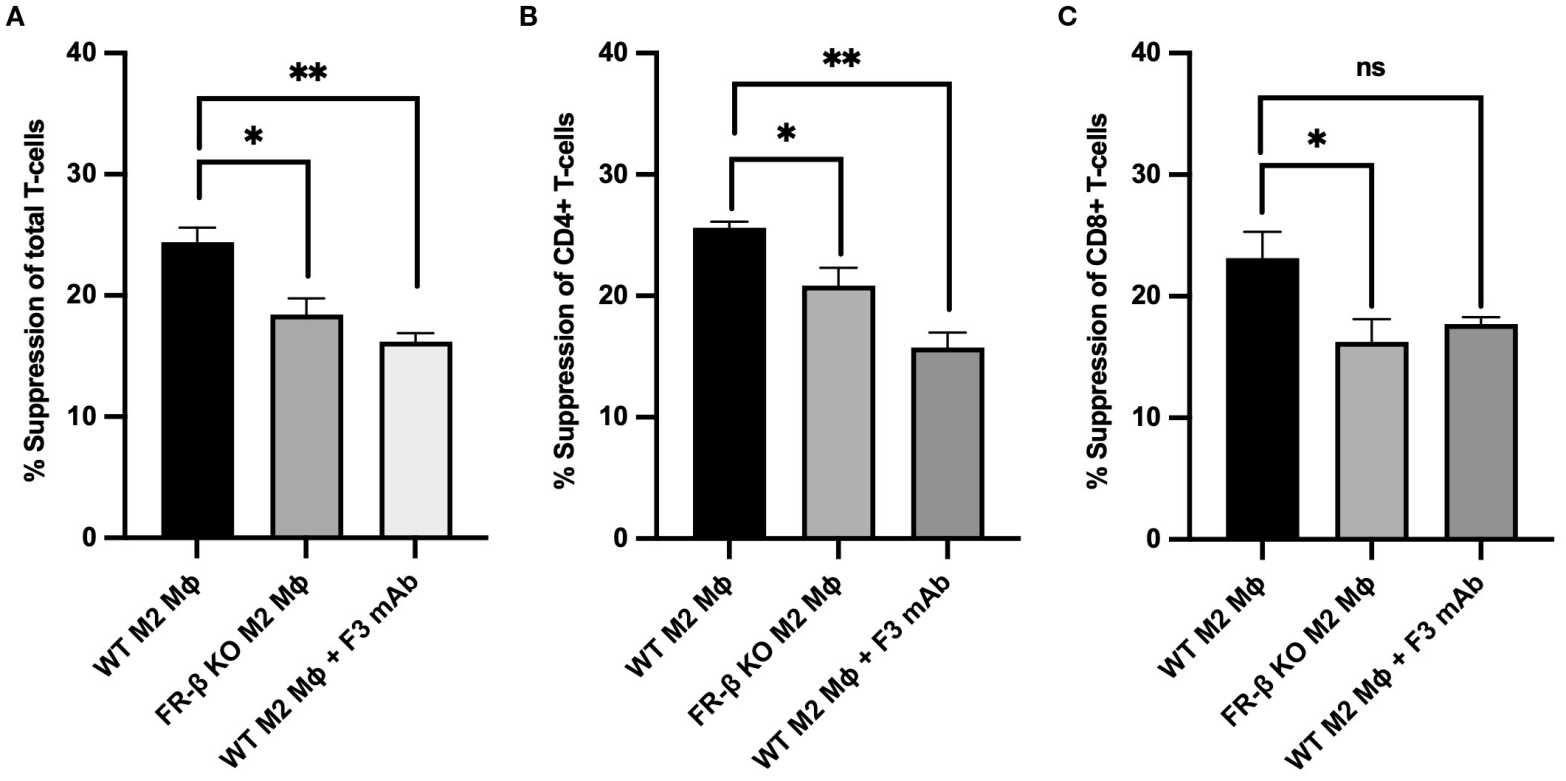
Absence or blockade of FRβ impairs the ability of M2-like macrophages to inhibit T cell activation. M2-like macrophages from FRβ KO mice were significantly less effective at suppressing T cell activation (measured by CD69 expression) in total T cells **(A)**, CD4+ T cells **(B)**, and CD8+ T cells **(C)** compared to WT M2-like macrophages. Blockade of FRβ on WT macrophages with anti-FRβ monoclonal antibody (F3 mAb) similarly reduced their suppressive capacity to the level observed in FRβ KO macrophages, indicating that FRβ is required for maximal macrophage-mediated T cell suppression (n=3 per group). One-way ANOVA was used to compare the means of different groups. ns, nonsignificant; *, P<0.05; **, P<0.01; ***, P<0.001; ****, P<0.0001. Mɸ, Macrophages.

Finally, noting that a different isoform of the folate receptor, namely folate receptor delta (FRδ), constitutes a marker for highly immunosuppressive regulatory T cells (Tregs) (37), and recognizing that most FRδ also does not bind folic acid (38), we reasoned that FRδ might similarly perform an immunosuppressive function in Tregs, i.e. much like FRβ in TAMs/MDSCs. To obtain an initial indication of whether this hypothesis might be correct, we generated FRδ knockout mice and compared the growth rates of Tramp C2 tumors in FRδ KO and wild type C57BL/6 mice. As shown in **Figure 7A**, Tramp C2 tumors indeed grew slower in FRδ KO mice. Moreover, as revealed in **Figure 7B**, some of these KO mice also developed dermatitis. Taken together, these data suggest that FRδ may also perform an immunoregulatory function.

**Figure 7:**
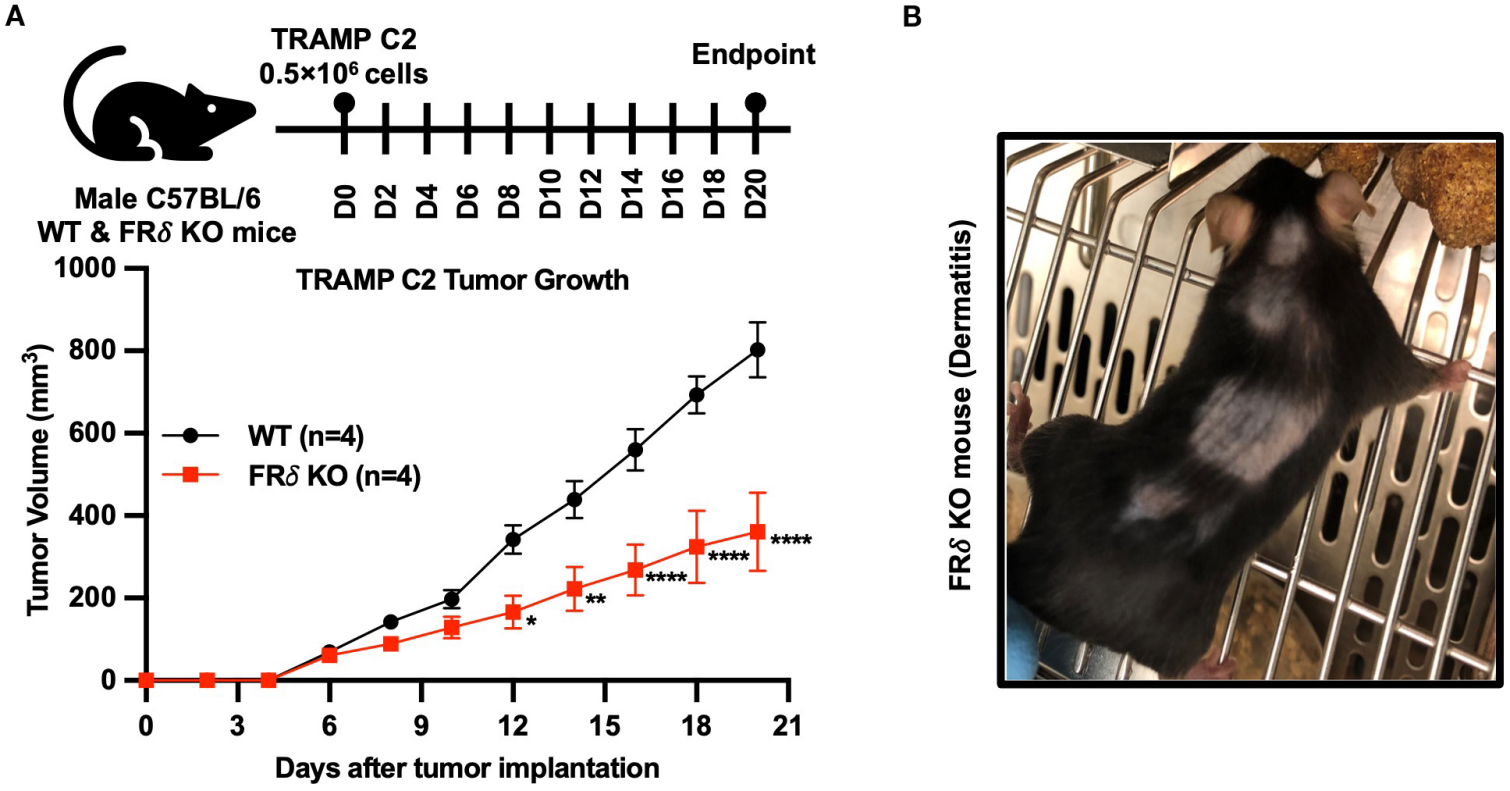
The absence of FRδ also reduces growth of TRAMP C2 tumors in C57BL/6 mice. TRAMP C2 tumors grew significantly slower in FRδ KO mice compared to WT controls (n=4 per group) **(A)**. In addition, some FRδ KO mice developed dermatitis, as illustrated in the representative image **(B)**. All of the data are presented as mean ± SEM **(A)**. 2-way ANOVA **(A)** was used to compare the means of WT or FRδ KO groups. ns, nonsignificant; *, P<0.05; **, P<0.01; ***, P<0.001; ****, P<0.0001.

## Discussion

Because folates are essential for cell proliferation, we undertook to determine why relatively quiescent cells such as TAMs and MDSCs express such high levels of a folate receptor (in addition to RFC and PCFT) and why this receptor is especially upregulated in immunosuppressive subsets of these cells (13, 16, 32). The studies performed here demonstrate that FRβ is required for the immunosuppressive properties of TAMs and MDSCs and that FRδ may be similarly essential for the suppressive functions of Tregs. Because concordant changes in cellular phenotype, gene and protein expression, response to antibody administration, and cytokine secretion have all been used to identify checkpoint receptors in other cells (39–43), we conclude that FRβ performs a checkpoint function in myeloid cells such as TAMs and MDSCs.

Although the mechanism by which FRβ mediates this immunosuppressive function was not fully resolved, a number of clues did emerge that place significant constraints on the nature of this mechanism. First, FRβ could not be detected in the nucleus of macrophages, either before or after their differentiation to an immunosuppressive M2-like state (see **Supplementary Figure S8**), suggesting that FRβ likely does not act as a transcription factor like other vitamin receptors (e.g. vitamin D receptor, vitamin A receptor, and FRα) (44–47). Second, the immunosuppressive activities of FRβ do not require folic acid, since folate deprivation had no effect on immunosuppression and because the reduced folate carrier and proton coupled folate transporter (i.e. the transporters required for folate uptake into virtually all cells of the body) were expressed at normal levels in the myeloid cells of the KO mice (**Figures 1D, E, GJ**). Third, several immunosuppressive functions of the FRβ-expressing TAMs/MDSCs did not require stimulation or activation by other immune cell types (except for the stimulation involved in differentiating the monocytes into M1 or M2 macrophages), since the dramatic differences in both gene expression and cytokine secretion were readily observed in isolated macrophages in culture (**Figures 3A, B**) and because the immunosuppressive functions of FRβ could be communicated to CD4+ and CD8+ T cells without involvement of other immune cell types (**Figures 6A-C**). In this respect, it was interesting to note that a monoclonal antibody to mouse FRβ could block suppression of T cell activation by FRβ+ macrophages, suggesting that physical contact between FRβ on the macrophage and a cognate receptor on the T cell might be involved. This possibility, in fact, is supported by the observation that FRδ on regulatory T cells mediates regulatory T cell immunosuppression of γδ-T cells via formation of a synapse between FRδ on the regulatory T cells and a protein termed Izumo-1 on the γδ-T cells (37).

The observation that expression of FRβ constitutes the only genetic difference between WT mice in which tumors grow rapidly and KO mice in which tumors grow slowly confirms that infiltrating myeloid cells have a significant impact on tumor growth (**Figures 5A, D**) (48). The specific upregulation of FRβ on the immunosuppressive subset of monocytic myeloid cells (32) further implies that methods that target drugs to FRβ (10, 49) should primarily concentrate the targeted drugs in the immunosuppressive subsets of TAMs and MDSCs, leaving the FRβ negative myeloid cells unperturbed. We have frequently used FRβ as a portal to deliver immune activators specifically into immunosuppressive TAMs and MDSCs, leading not only to their dramatic repolarization to inflammatory macrophages, but also to the consequent repolarization of most other immune cells in the tumor microenvironments (10, 16, 49). Thus, tail vein injection of a folate-linked TLR7 agonist into tumor-bearing mice has been shown to i) increase the proportion of monocyte-derived myeloid cells in the tumors, ii) increase the expression of inflammatory genes and decrease expression of anti-inflammatory genes in these infiltrating myeloid cells, iii) enhance infiltration of T cells, NK cells, dendritic cells and mast cells/basophils into the tumor microenvironment, iv) induce repolarization of these infiltrating T cells, dendritic cells and NK cells to a more pro-inflammatory phenotype, v) reduce tumor growth by ~50%, and vi) augment CAR T cell potency, all without directly engaging the cancer cells or perturbing the polarization of similar macrophages in healthy tissues (10, 16, 49). This observation here that deletion of FRβ not only alters gene expression in tumor infiltrating macrophages but also repolarizes cytotoxic T cells in the same malignant lesions is consistent with the hypotheses that repolarization of myeloid cells can shift the polarities of proximal lymphocytes in the same tumors (16, 36, 50). This observation is also consistent with the fact that retinoic acid, which induces the upregulation of FRβ on myeloid cells (51), exerts a general immunosuppressive effect on the entire immune system (52–55).

Although many mechanisms can be envisioned to explain the role of FRβ in immunosuppression, one mechanism that warrants further consideration emerges from the aforementioned analogy with FRδ (**Supplementary Figure S9**) (37). Thus, FRδ was originally identified on oocytes where it was assigned the name Juno and shown to function as the receptor for the spermatazoan protein, Izumo1 (38). As might be anticipated, docking of Izumo1 on the sperm with Juno on the egg results in engagement of the gametes and constitutes an essential step in fertilization (38). In looking for a possible receptor for FRδ on cytotoxic γδT cells, Zarin and colleagues (2023) discovered the expression of Izumo1 on T cells and demonstrated that Izumo1 on γδT cells served as the cognate receptor for FRδ on Tregs. The fact that FRβ is homologous to FRδ and that Izumo1 is also expressed on those T cells that interact with macrophages (37) raises the possibility FRβ might similarly serve as docking receptor for formation of an immunological synapse between macrophages and T cells. It will obviously be important to characterize the possible interactions of FRβ (on TAMs/MDSCs), FRγ (on neutrophils), and FRδ (on Tregs) with the different isoforms of Izumo on immune cells to determine whether the discovery of Zarin and colleagues (2023) might apply to other forms of folate receptors on other immune cells.

Finally, the observation that FRβ and PD-L1 both serve as checkpoint receptors on macrophages raises the question whether their immunosuppressive activities might differ. At least on the surface, both receptors are similarly upregulated on TAMs and MDSCs (16) and both receptors suppress T cell activation (16, 56). Moreover, knockout of both FRβ and PD-L1 shifts macrophage polarization towards a more inflammatory (M1-like) phenotype (57), and tumors in both KO mice grow much slower than in WT mice (58). If the aforementioned conjecture regarding FRβ serving as a receptor involved in T cell engagement is correct, then both FRβ and PD-L1 would also perform similar T cell docking functions. Thus, at least at the phenomenological level, FRβ may function similarly to PD-L1, however, more detailed investigations will be necessary to confirm or refine this hypothesis.

## Data Availability

All RNA-seq data are available in the NCBI database (Gene Expression Omnibus [GEO]) under the accession number GSE283674.

## Supplementary material

Supplementary Table 1 Antibodies and small molecule reagents for flow cytometry.

Supplementary Table 2 PCR primer sequences.

# Supplementary material for: Folate receptor β performs an immune checkpoint function in activated macrophages
**Source:** Front Immunol. 2025 Sep 29;16:1638907. doi: 10.3389/fimmu.2025.1638907
**Supplement:** Supplementary file 1

**Supplementary Methods**

**Folate binding ability of FRβ on monocytes/macrophages**

Human peripheral blood mononuclear cells (PBMCs) were isolated from fresh peripheral blood using SepMate™-50 tubes (Stemcell) and cultured for 3 hours in monocyte attachment medium (PromoCell) at a density of 1 million/cm^2^, after which the cells were washed 4x with pre-warmed PBS and differentiated for 7 days (replenished medium on day 3) into unpolarized macrophages in folate deficient RPMI medium (10% FBS) containing 20 ng/mL of recombinant human macrophage colony stimulating factor (M-CSF) (Biolegend). The cells were then polarized to M2-like macrophages by incubating in folate deficient RPMI medium containing recombinant human IL-4 (20ng/mL, Biolegend) and IL-13 (20ng/mL, Biolegend) for 48 hours. The cells were analyzed on different days using an Attune™ NxT Acoustic Focusing Cytometer (Invitrogen). The percentage of FRβ+ and EC17+ cells were measured using a staining procedure similar to the one described in the “Analysis of tumor growth and immune cell phenotype in WT, FRβ KO and FRδ KO mice” section. However, an extra step was added after Zombie Violet staining, where the cells were stained with 100nM EC17 for 1 hour in the dark at room temperature. EC17, a folate-FITC conjugate, indicates the cells' ability to bind folate.

**Immunofluorescent imaging of mice skin**

Skin specimens were collected from FRβ KO and WT C57BL/6 mice post-euthanasia, fixed in 10% Neutral Buffered Formalin (StatLab Medical Products, #28600-2.5) and temporarily stored in 70% ethanol. The specimens were then embedded in paraffin and 4μm thin sections were generated using a microtome. Sections were then mounted on charged slides and dried in a 60°C oven. After drying, all slides were deparaffinized through 3 changes of xylene and rehydrated through graded ethanols to water in a Leica Autostainer XL.

Immunofluorescence: After deparaffinization, antigen retrieval was performed with EDTA pH 9.0 in a BioCare decloaking chamber at a temperature of 95C for 20 minutes. After cooling to 60C, slides were transferred to TRIS buffered saline (TBS) and marked with a hydrophobic pen before being placed on the BioCare intelliPATH automated stainer for the remainder of the procedure.

Slides were rinsed with TBS and then incubated in 2.5% normal goat serum for 20 minutes. Excess reagent was blown off and F4/80 1:100 (BioRad, MCA497R) was applied for 1 hour. Slides were rinsed twice in TBS and goat anti-rat 555 (Invitrogen, A21434) was applied to the tissue for 30 minutes. Slides were rinsed twice in TBS and then DAPI 1ug/mL (Invitrogen, 62248) was applied for 10 minutes. Slides were rinsed in TBS, removed from the intelliPATH stainer, placed into water and then cover slipped using Invitrogen ProLong Gold antifade reagent (P36934).

Digitization: A Leica Aperio VERSA 8 was used to take 20x images of the slides. Slides were scanned using 2 channels: blue, and orange. DAPI (blue), F4/80 (orange). These were then uploaded to Aperio eSlide manager.

**Localization assay of FRβ in human primary M2-macrophages**

Human monocytes were isolated and differentiated to M2-like macrophages as described in the Supplementary Methods section. The cells were seeded onto 8-well chamber slides (Thermo Scientific) at a density of 50,000 cells/well. Cells were washed with PBS (2x) and then treated with either folate-glucosamine (FA+, 200nM in 2% FBS in PBS) or the vehicle (FA-, 2% FBS in PBS) for 30 minutes at 37°C in a CO2 incubator. After washing (PBS, 2x), the cells were fixed in 4% paraformaldehyde (Fisher Scientific, # AAJ19943K2), washed (PBS, 3x), and permeabilized with 0.2% Triton X-100 (Alfa Aesar, #A16046). Then, after washing in 2x in PBS, the cells were blocked with 2% bovine serum albumin (BSA, Millipore Sigma, #A7030) and the respective wells were treated with the primary human anti-FRβ antibody(50) (m909-rabbit IgG antibody, 157µg/mL) at 4°C overnight. Cells were then washed (PBS, 3x) and treated with AF488 conjugated Goat anti-Rabbit IgG secondary antibody (Invitrogen, Catalog # A32731, 10µg/mL) for 1 hour at RT in dark. After washing again (PBS, 3x), the cells were stained with Hoechst 33342 nuclear dye (Thermo Scientific, Catalog # 62249, 1µg/mL) for 15 minutes at RT in dark, followed by washing (PBS, 3x). Cells were then submerged in 500 µL PBS and images were acquired using the 405nm (Hoechst 33342) and 488nm (AF488) lasers in Nikon A1R-MP multiphoton confocal microscope.

**Human FRβ and FRδ protein BLAST**

The human FRβ (Accession: P14207) and FRδ (Accession: A6ND01) protein sequences were downloaded from UniProt(52). Then a blastp was performed using NCBI “Align Sequences Protein BLAST” tool with default parameters(53) (BLOSUM62 matrix, RID: S20UW1WG114, Accession: Query_3982395).

**Supplementary Figures**

**A**

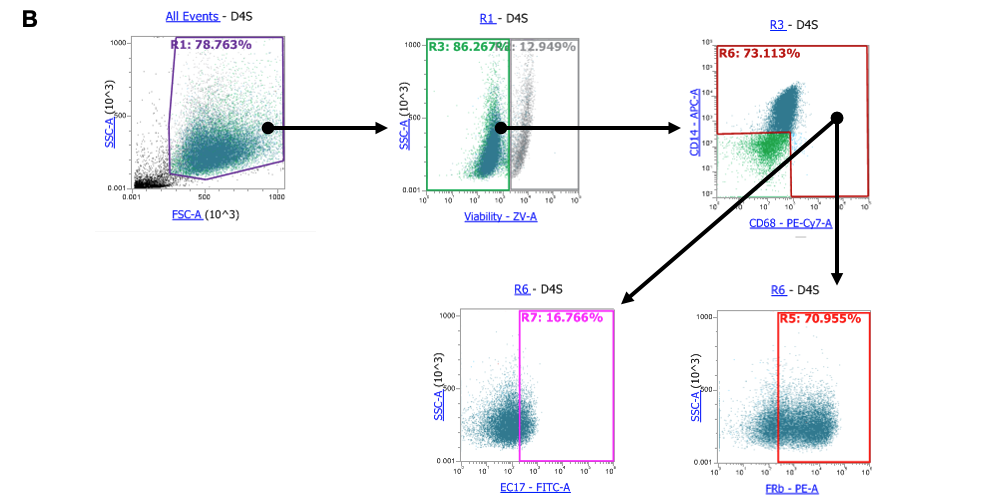

**Fig S1. Folate binding ability of FRβ on monocytes/macrophages.** Human monocytes were isolated from healthy donor blood as described in Supplementary Methods. The monocytes were cultured in presence of human M-CSF (20 ng/mL) for 7 days and then the cells were cultured in presence of human IL-4 (20 ng/mL) and IL-13 (20 ng/mL) for 2 days. EC17 (Folate-FITC) was used to determine folate binding capability of the monocytes/macrophages at different days through flow cytometry analyses (**A**). The CD14+ or CD68+ live cells were gated for assessing the percentage of cells expressing FRβ and the percentage of cells capable of binding EC17 (**B**, flow cytometry gating strategy). FMO, Fluorescence minus one.

**
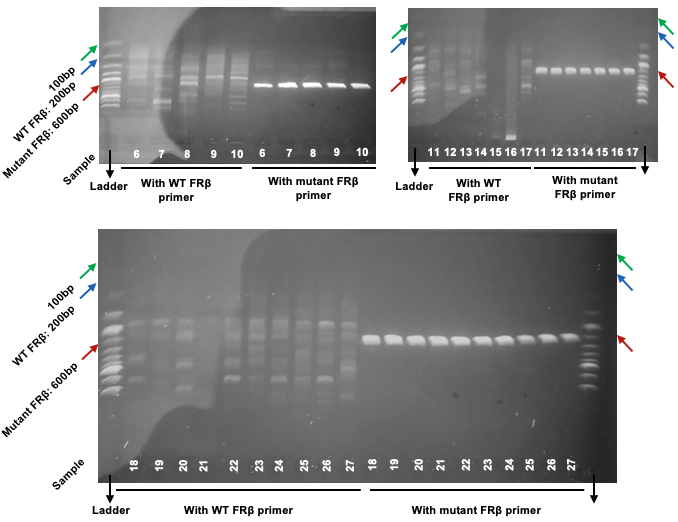
**

**Fig S2. Validation of the absence of FRβ expression by genotyping of FRβ KO mice.** Tail clips were harvested from FRβ KO C57BL/6 mice for genotyping as described in the Methods section. DNA from KO mice was amplified using either WT or mutant FRβ primers and analyzed by DNA gel electrophoresis (n=22). Note that the FRβ gene deletion was generated by insertional mutagenesis of a neomycin resistance gene (NeoR) into the Folr2 (FRβ) gene. The WT forward (FWD) primer was targeted to a segment of Folr2 gene, while the mutant FWD primer was targeted to the inserted NeoR gene. Both WT and mutant primer pairs used the same reverse primer which targeted another segment of Folr2 gene. The WT primers did not amplify the 200bp segment of the Folr2 gene, demonstrating the absence of the intact WT Folr2 gene in the FRβ KO mice. The mutant FRβ primer amplified the anticipated 600bp segment of the mutated gene in the FRβ KO mice.

**
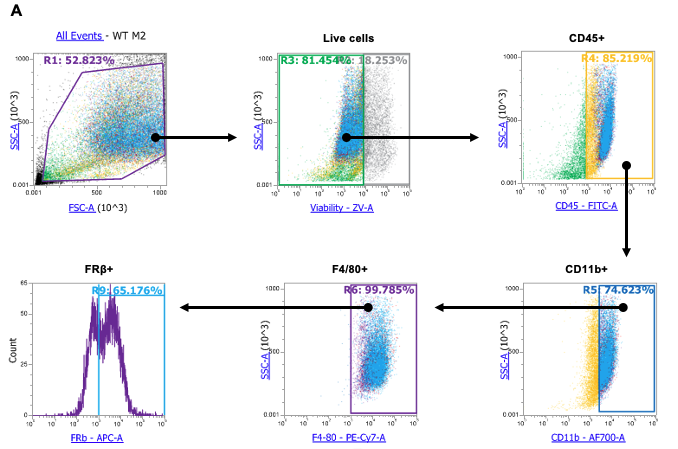
**

**
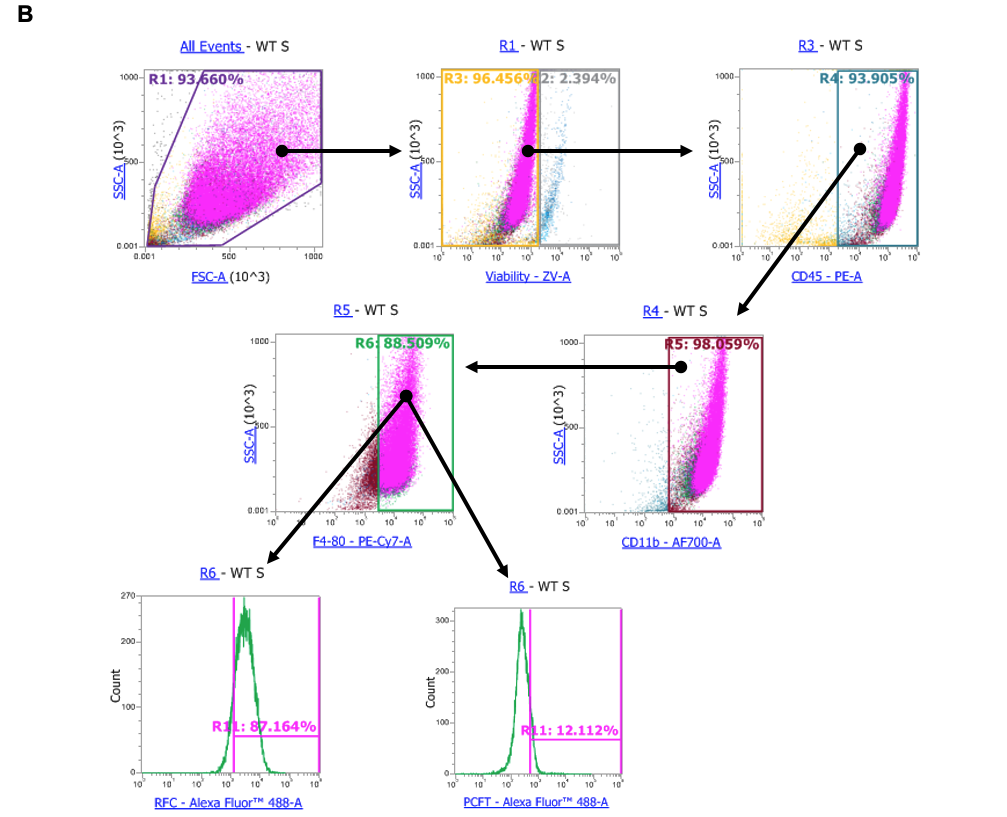
**

**Fig S3. Flow cytometry gating strategy for (A) FRβ, (B) reduced folate carrier (RFC), and proton coupled folate transporter (PCFT) levels in bone marrow derived macrophages from FRβ KO and WT C57BL/6 mice.** Bone marrow derived macrophages were obtained and differentiated to M2-like macrophages as described in Methods. The CD45+/CD11b+/F4-80+ macrophages were analyzed for FRβ+, RFC+, and PCFT+ cell quantification. The FRβ+, RFC+, and PCFT+ cell percentages were measured separately.

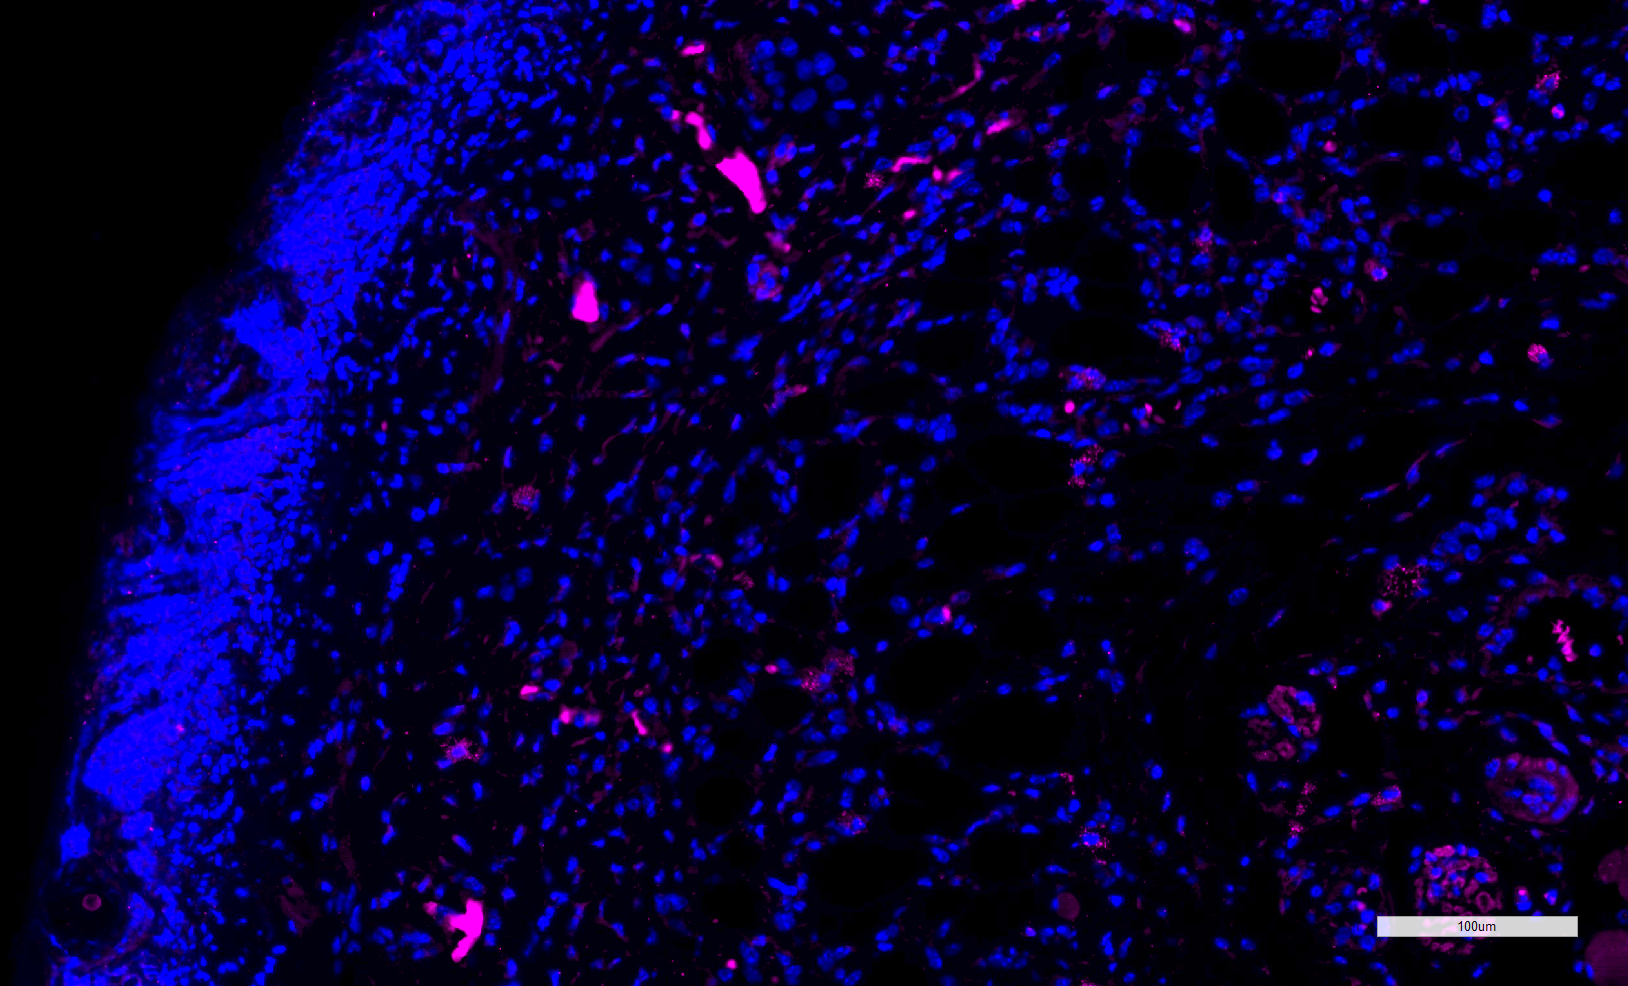

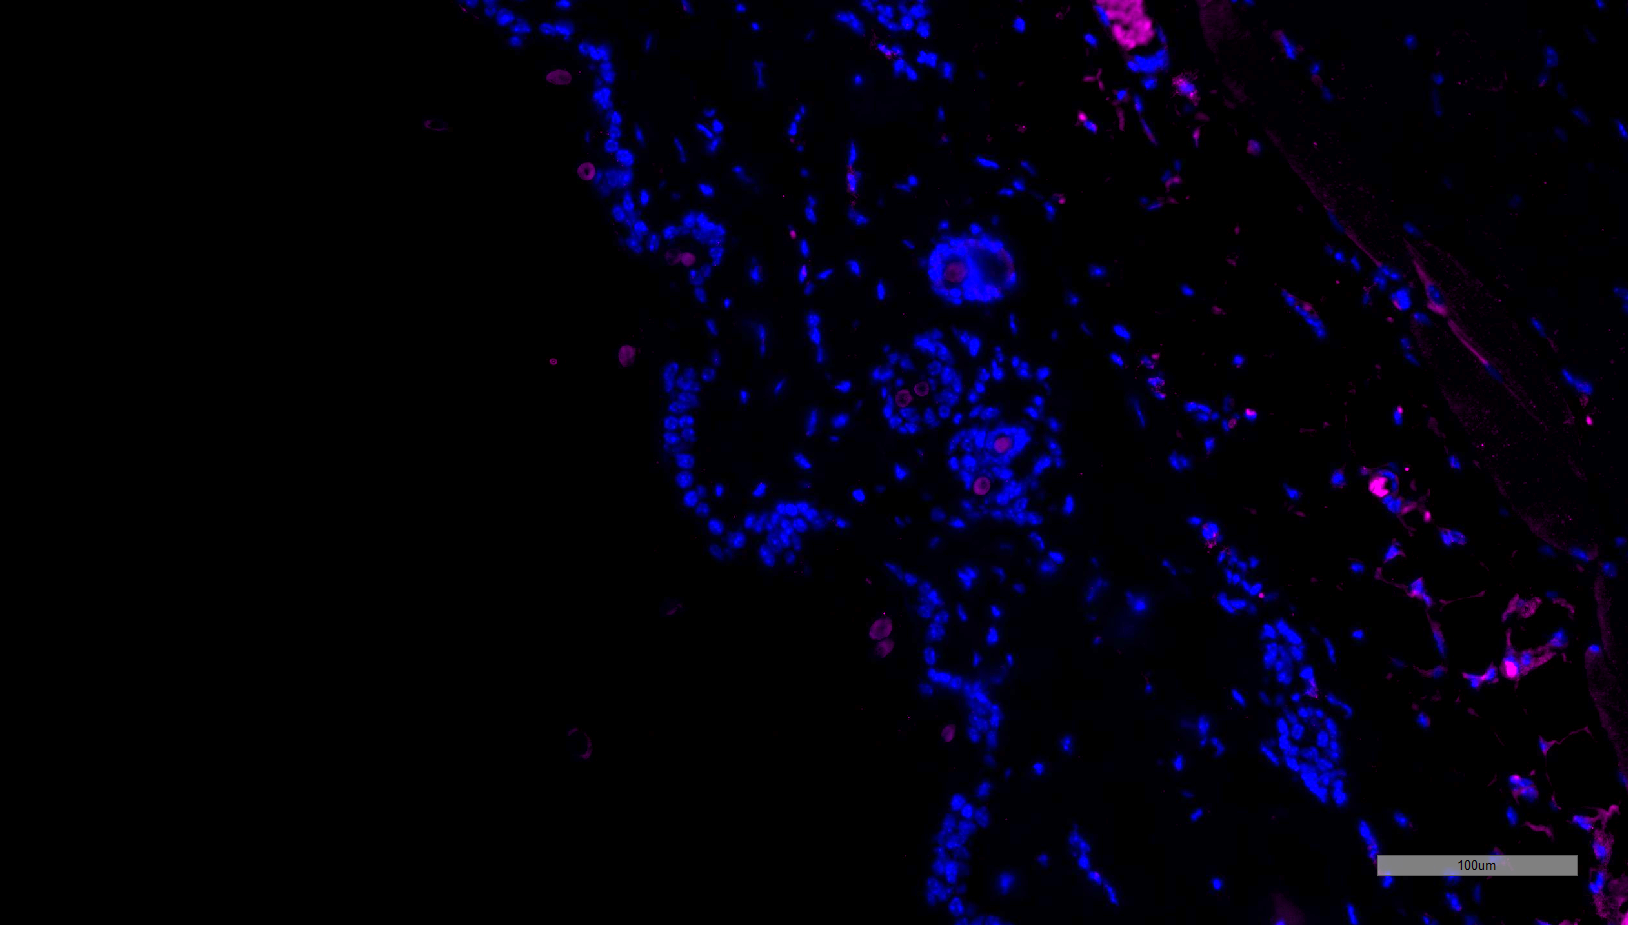

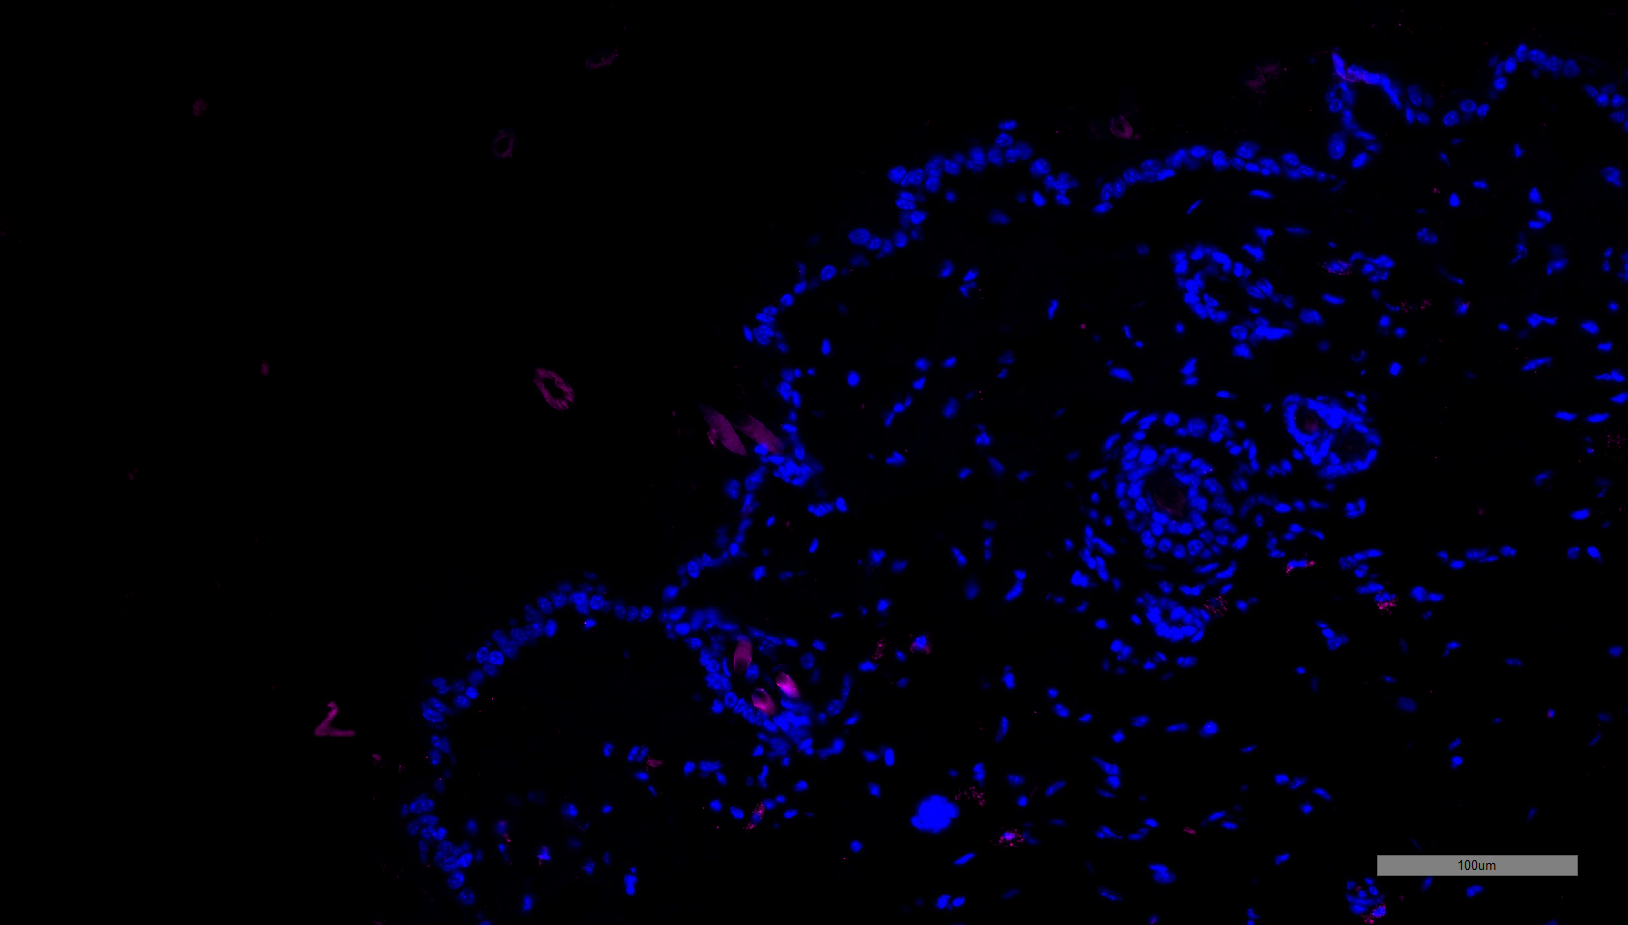

**Blue – DAPI | Pink – F4/80**

WT Healthy Skin

KO Dermatitis Skin

KO Healthy Skin

**Fig S4. Distribution of macrophages in the skin of FRβ KO and WT mice.** Skin specimens were collected from WT (left), KO healthy skin (middle) and KO dermatitis skin (right) mice post-euthanasia. After fixation and paraffin embedding, thin sections were mounted on slides followed by immunofluorescence staining with DAPI and F4/80 antibody. A higher number of macrophages (F4/80) were observed in the dermatitis affected FRβ KO mice skin, while the healthy skin specimen from WT C57BL/6 mice demonstrated the least number of macrophages (20x magnification).

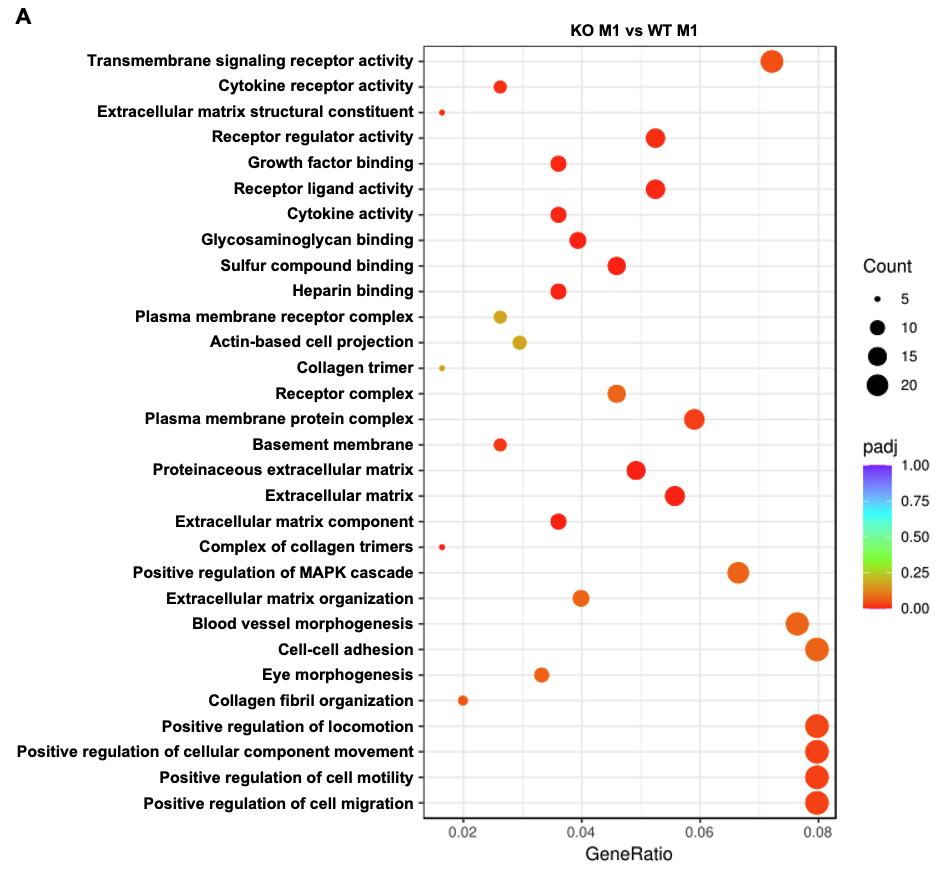

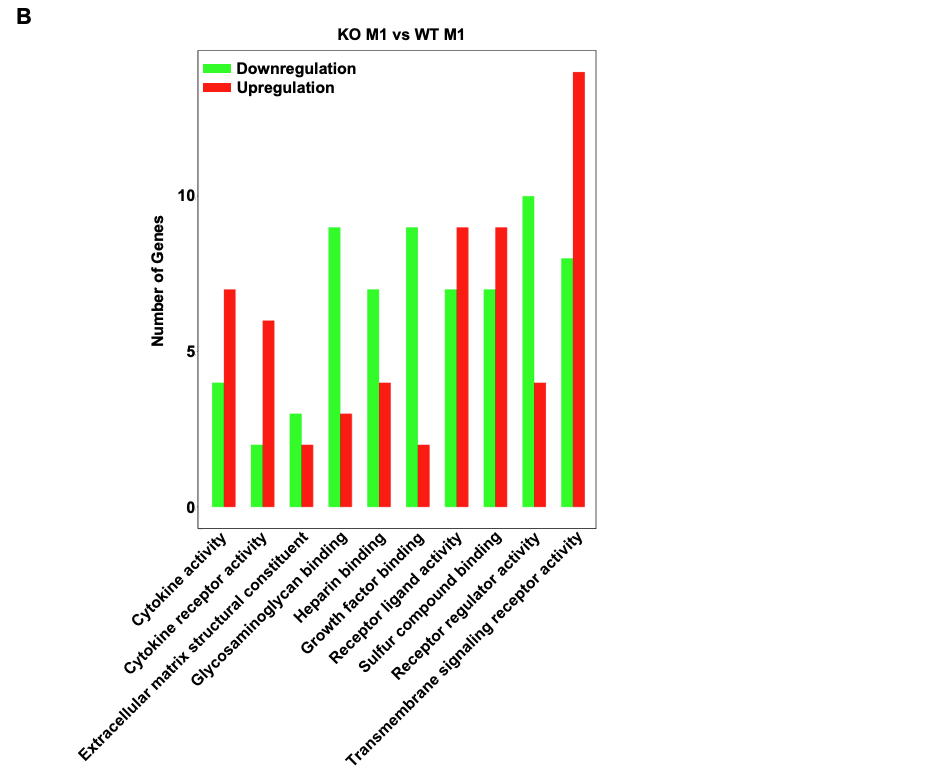

**Fig S5. Gene ontology (GO) enrichment analysis of the differentially expressed genes upon knockout of FRβ.** Bone marrow cells from WT or FRβ KO C57BL/6 mice were differentiated into M0 macrophages and then polarized to M1-like macrophages, as described in Methods. The cells were then used for RNA-sequencing. (**A**) Dot plot showing the top 30 GO enriched functional groups. (**B**) Bar graph showing the changes in the top 10 molecular functional groups (MF) with the highest number of genes upregulated or downregulated in the FRβ KO compared to WT macrophages.

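Gene ontology enrichment asks whether the genes called between the groups fall into an annotated function more often than other genes do, so its result depends on which genes are called. The GO terms of Fig. S5A include extracellular matrix, collagen, cytokine receptor and cell migration terms. Of 25 extracellular matrix genes fixed before the data were examined, 16 had at least 10 counts over the WT and FRβ KO libraries, which are 1 per genotype. By point ratio 13 were higher in FRβ KO and 3 were lower, and 1, *Postn*, passed 2-fold with its whole counting interval. The interval lay above 1 for 4 genes, below 1 for 2 and held 1 for 10, and 10 of the 16 had fewer than 50 counts over both libraries. *Postn*, encoding the matrix protein periostin, had 65 counts in WT and 20 in FRβ KO (KO/WT ratio 0.287, 95% interval 0.165 to 0.480), and the collagen gene *Col5a1* had 69 and 31 (ratio 0.419, 0.265 to 0.649). *Col5a2*, another chain of collagen V, had 6 and 26 counts (ratio 4.04, 1.63 to 12.0), and *Bgn*, encoding the proteoglycan biglycan, had 9 and 30 (ratio 3.11, 1.44 to 7.44). The median log2 ratio of the list was 0.18 (0.07 to 0.59 by resampling the counts), at percentile 88.7 of random lists matched on expression. The 16 markers of fibroblasts or stromal cells, which hold several of the same matrix genes, summed over the 10 measured to 13.5 CPM in WT and 12.0 in FRβ KO.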

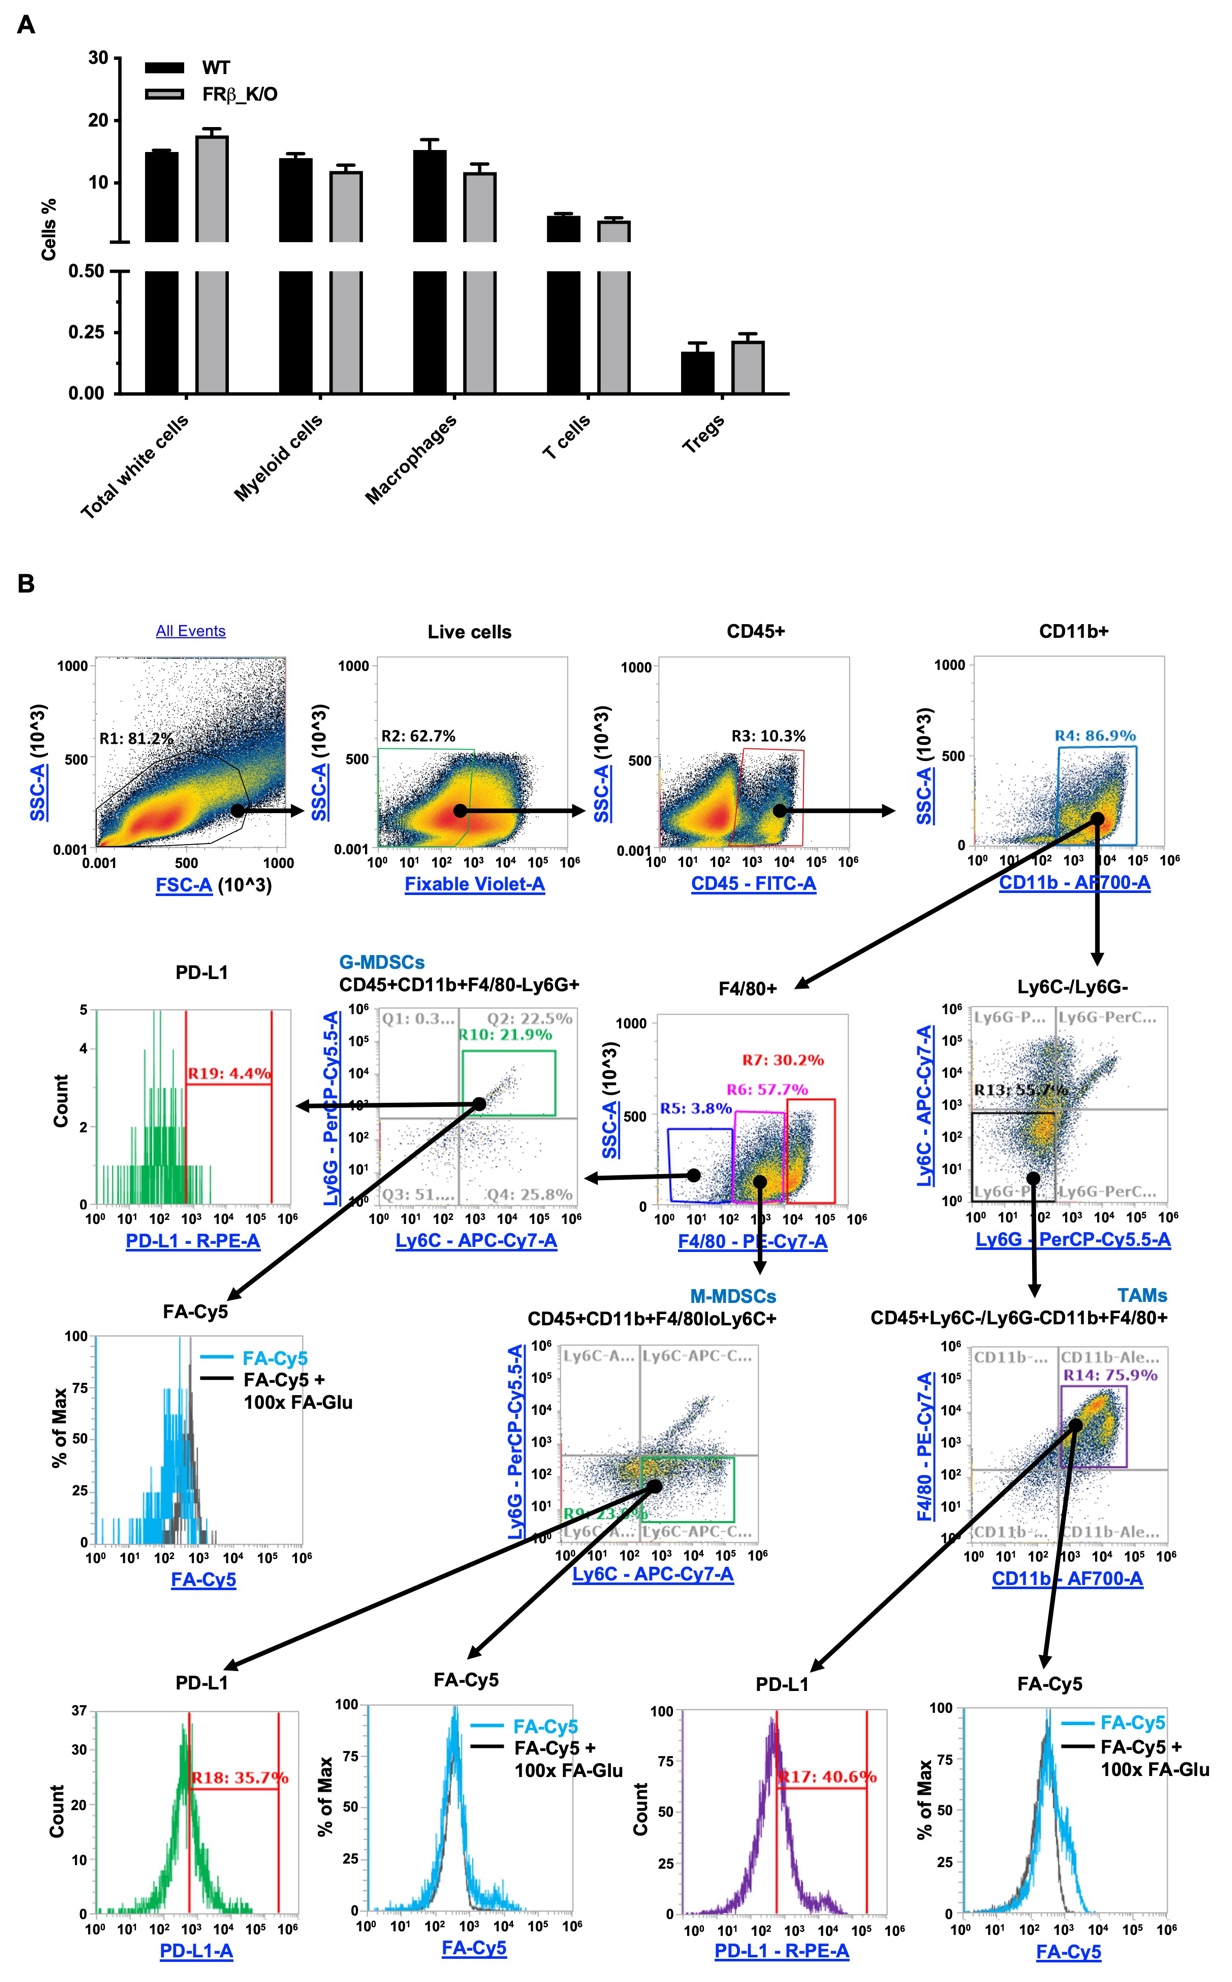

**Fig S6. Immune cells in TRAMP C2 tumors from FRβ KO and WT mice.** TRAMP C2 tumors were grown and harvested from WT or FRβ KO C57BL/6 mice, dissociated in single cells, and stained for flow cytometry analyses as described in Methods. The white cells (CD45+), myeloid cells (CD45+CD11b+), macrophages (CD45+F4/80+), Tregs (CD45+FoxP3CD4+CD25+) and T cells (CD45+CD3+) were observed at similar levels in WT and KO tumors (**A**). Flow cytometry gating strategy for TAMs and MDSCs from the TRAMP C2 tumors (**B**). The CD45+CD11b+F4/80+Ly6C-/Ly6G- cells were considered as TAMs, while CD45+CD11b+Ly6C+ or Ly6G+ cells were considered as MDSCs to quantitate the PD-L1+ TAMs and MDSCs.

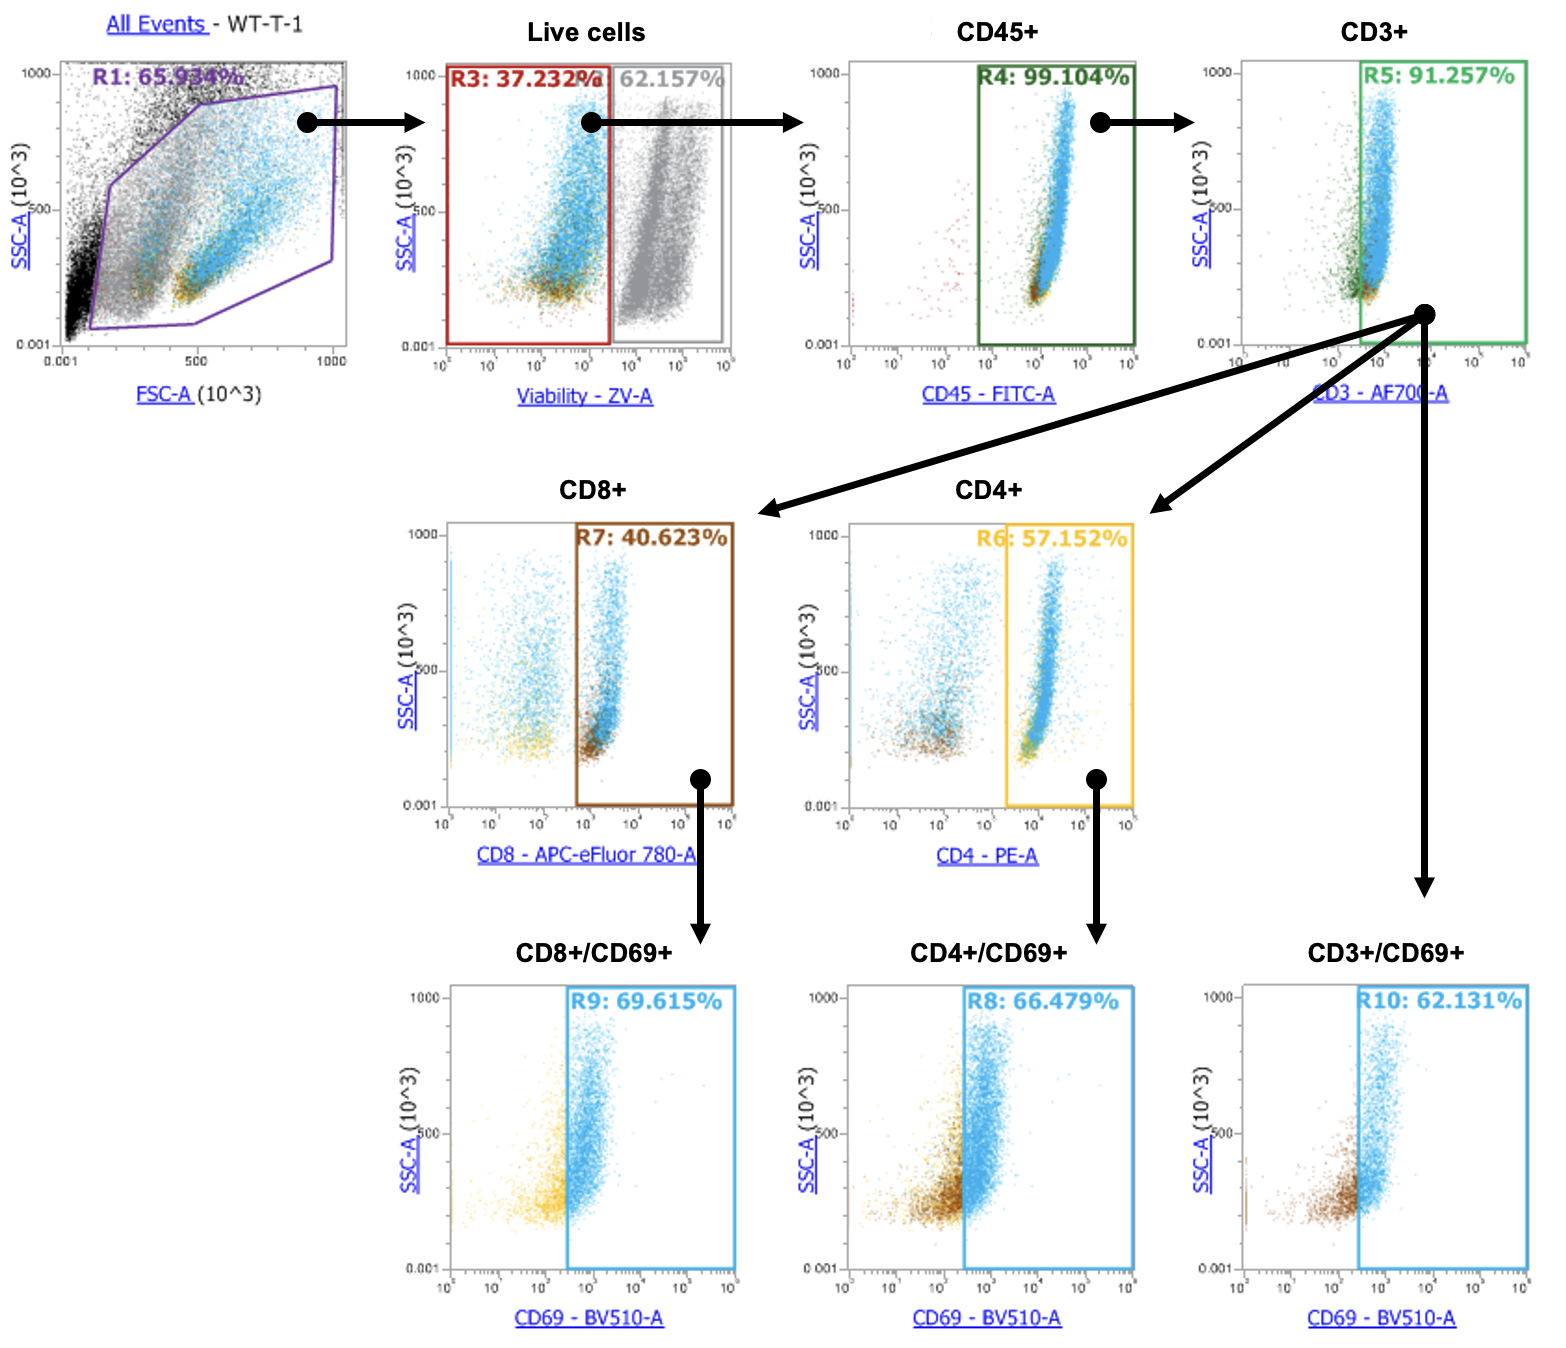

**Fig S7. Flow cytometry gating strategy for the T cell suppression assay.** Healthy M2-macrophages from WT or FRβ KO C57BL/6 mice were co-cultured with activated T cells (harvested from healthy WT C57BL/6 mice and activated as described in Methods) in the presence or absence of mouse anti-FR-β monoclonal antibody (F3 mAb). After co-incubating the cells in the presence of absence of F3 mAb for 18 hours, the CD45+/CD3+/CD69+, CD45+/CD3+/CD4+/CD69+, and CD45+/CD3+/CD8+/CD69+ were considered as CD69+ total T cells, CD69+ CD4+ T cells, and CD69+ CD8+ T cells, respectively for flow cytometry analyses.

**
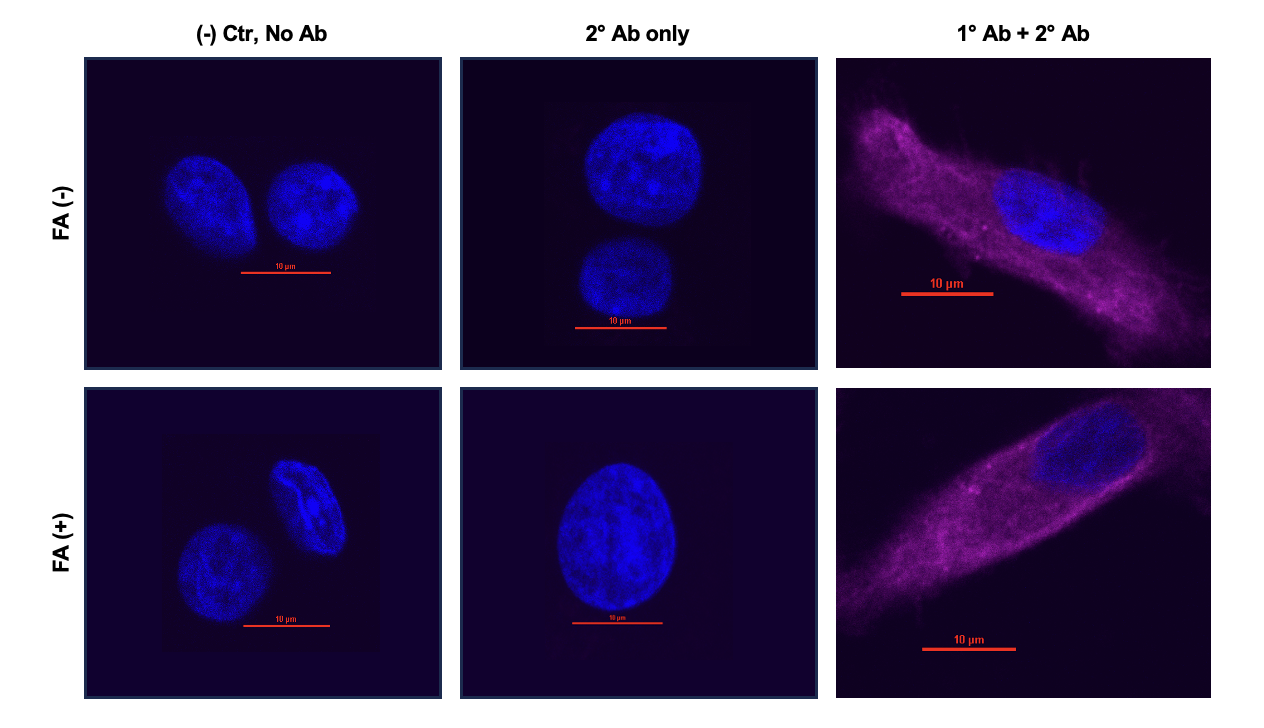
**

**Fig S8. Localization of FRβ in human primary M2-like macrophages in the presence or absence of folic acid.** Human blood derived M2-like macrophages were differentiated, stained, and imaged as described in Methods. Blue, Hoechst 33342 (nuclear stain); Pink, human FRβ monoclonal antibody (m909) with AF488 conjugated secondary antibody. Folate-linked glucosamine (200nM) was used as a control to stimulate internalization of FRβ before antibody staining.

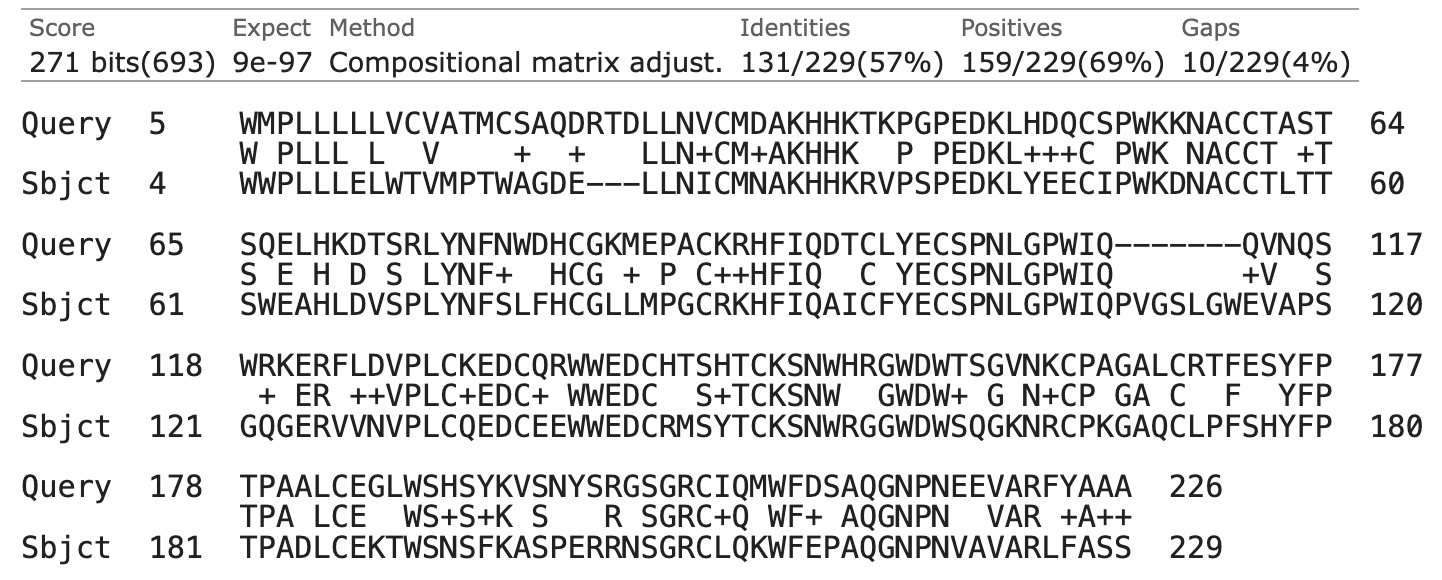

**Fig S9. Sequence alignment between human FRβ and FRδ proteins.** BLAST (blastp) result showed 57.21% Identity between human FRβ and FRδ proteins. Query and Sbjct represents human FRβ and FRδ proteins, respectively.

# Supplementary material for: Folate receptor β performs an immune checkpoint function in activated macrophages
**Source:** Front Immunol. 2025 Sep 29;16:1638907. doi: 10.3389/fimmu.2025.1638907
**Supplement:** Supplementary Table 1 — Antibodies and small molecule reagents for flow cytometry.

**Supplementary Tables**

**Table S1: Antibodies and small molecule reagents for flow cytometry**

| Antibody/small molecule reagent | Catalog number | Vendor |
| --- | --- | --- |
| Anti-mouse CD45-FITC | 103107 | Biolegend |
| Anti-mouse CD45-BV510 | 103137 |  |
| Anti-mouse/human CD11b-AF700 | 101222 |  |
| Anti-mouse F4/80-PE/Cy7 | 157307 |  |
| Anti-mouse Ly6C-APC/Cy7 | 128025 |  |
| Anti-mouse Ly6G-PerCP-Cy5.5 | 127615 |  |
| Anti-mouse PD-L1-PE | 155403 |  |
| Anti-mouse CD64-AF647 | 139321 |  |
| Anti-mouse CD3-APC | 100235 |  |
| Anti-mouse CD69-BV510 | 104531 |  |
| Anti-mouse PD1- PE/Cy7 | 109109 |  |
| Anti-mouse CD3-AF700 | 100216 |  |
| Anti-mouse CD4-PE | 100407 |  |
| Anti-mouse CD8-APC-eFluor 780 | 47-0081-82 | Invitrogen |
| FA-Cy5 | NA | Synthesized in-house (Ref: *Front. Immunol*. 15:1354735.) |
| FA-Glucosamine | NA |  |

**Table S2. PCR primer sequences**

| Murine WT FRβ | forward | 5’-TGTGTGAGGCAGGGAAGAAGTG-3’ |
| --- | --- | --- |
|  | reverse | 5’-TGGCTGGTGTTGACTGAGCAA-3’ |
| Murine mutant FRβ | forward | 5’-ATCGCCTTCTATCGCCTTCTTGA-3’ |
|  | reverse | 5’-TGGCTGGTGTTGACTGAGCAA-3’ |
| Murine *Slc19a1* (RFC1) | forward | 5’-GTGACCTTTGTGCTTTTCCG-3’ |
|  | reverse | 5’-TGTGATACAGGTCTTAAGCGC-3’ |
| Murine *Slc46a1* (PCFT) | forward | 5’-TTCCTGTCATTGGTCACGAC-3’ |
|  | reverse | 5’-CGGGTAGATGGAGTTGAAGATG-3’ |
| Murine *Arg1* | forward | 5’-AAGAATGGAAGAGTCAGTGTGG-3’ |
|  | reverse | 5’-GGGAGTGTTGATGTCAGTGTG-3’ |
| Murine *Cd206* | forward | 5’-ATGGATGTTGATGGCTACTGG-3’ |
|  | reverse | 5’-TTCTGACTCTGGACACTTGC-3’ |
| Murine *Mmp9* | forward | 5’-GATCCCCAGAGCGTCATTC-3’ |
|  | reverse | 5’-CCACCTTGTTCACCTCATTTTG-3’ |
| Murine *Nos2* (iNOS) | forward | 5’-GCAAACATCACATTCAGATCCC-3’ |
|  | reverse | 5’-TCAGCCTCATGGTAAACACG-3’ |
| Mouse *Actb* (β-Actin) | forward | 5’-ACCTTCTACAATGAGCTGCG-3’ |
|  | reverse | 5’-CTGGATGGCTACGTACATGG-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

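RNA of M1-like BMDMs from WT and FRβ KO male mice was sequenced, with the RNA of 3 mice pooled per genotype before sequencing according to the methods. The deposited values are raw counts of reads per gene that the authors' sequencing provider made from 150 bp paired-end reads, after removal of adapters and low-quality reads, by alignment to mm10 with HISAT2, according to the authors' methods. The counting program, the annotation release and the strand setting are not given in the sources used here. Whether the medium was regular or folate deficient is not given either, and the FA_N in the sample names is not explained. Each genotype has 1 library, and no column of the table was left out.

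The table held 54532 gene identifiers. Symbols, types and coordinates came from GENCODE M21 on GRCm38 (mm10), which lacked 37 of them. Where identifiers shared a symbol, the one with the highest total count was used. The WT library had 18871271 counts over 18945 detected genes and the FRβ KO library 19742619 over 19090. Mitochondrial transcripts took 1.62% and 1.69% of the counts, and the 10 most abundant genes 12.5% and 11.9%. A count of 0 allows up to 3 counts, which is 0.161 CPM in WT and 0.150 CPM in FRβ KO.

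Library sizes were scaled by TMM in edgeR 4.0.16 (R 4.3.3), which made the FRβ KO size 1.07 times the WT size. For each gene the KO/WT ratio of scaled counts was computed with an exact (Clopper-Pearson) 95% interval from the pair of counts (Python 3.11.15, scipy 1.17.1). With 1 pooled library per genotype, intervals and floors cover counting error and not the variation between mice. Reads carried no molecular identifiers, so repeated reads of 1 molecule may be counted apart, and the intervals may be too narrow for counting error as well. A gene was counted as over 2-fold higher or lower when its whole interval lay beyond 2-fold, among the 14489 genes with at least 10 counts over both libraries. With 0 counts in one library the ratio has only a limit from its interval, a fold against a floor of 3 counts takes the other count as exact, and no fold was given when both libraries had 3 counts or fewer. No p-value is reported for any gene, since 1 library per genotype leaves no replicate error.

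The paper's cutoffs (p under 0.05 and an absolute log2 fold change above 1) were applied with edgeR's exact test at an assumed biological coefficient of variation of 0.2, with 0.1 and 0.4 as alternatives, only to count how many genes pass. The 2-fold rule was tested on simulated data with counting error only, in which 200 genes differed, each by well over 2-fold. It found 37.7% of the differing genes with 10 to 49 counts. Of those with at least 50 and under 200 counts it found 87.0%, and of those with at least 200, 99.2%. These shares do not hold for genes that differ by little more than 2-fold, which the rule would pass less often.

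Gene lists were fixed before the data were examined. They cover the 4 groups of Fig. 3C, M1 markers, M2 and anti-inflammatory markers, pro-inflammatory cytokines and receptors, chemokines, leukocyte migration, wound repair, extracellular matrix, interferon-stimulated genes, interferon gamma and antigen presentation, folate receptors and transporters, folate metabolism, checkpoint ligands and receptors, neighbours of *Folr2*, glycolysis, cell cycle, cholesterol synthesis, NRF2 targets, immediate early and stress genes, oxidative phosphorylation, mitochondrial transcripts, reference genes, sex chromosome genes and markers of 11 cell types. A list's median is the median log2 KO/WT ratio of its measured members with a prior count of 2. Its interval came from 1000 Poisson redraws of the counts, and its percentile from 10000 random lists of the same size, matched on mean expression among the 200 nearest genes.

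Named genes are those the paper names for this RNA-seq, 11 genes fixed in advance, the 10 highest and 10 lowest in FRβ KO by the bound of the interval nearest to 1 (with a symbol that is not a model name and at least 50 counts in one library), and up to 4 members of each list by the same bound. Near-identical copies were searched with blastn 2.17.0 among annotated transcripts, at 95% identity or more over at least 150 bp. A limit of 100 bp was run first by mistake and kept as an alternative. Alternatives tried were scaling by total counts, upper quartile or DESeq2 1.42.0 size factors, filters of 1 and 50 counts, prior counts of 0.125 and 5, a 1.5-fold limit, a 99% interval and the point ratio without its interval.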

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

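The tests around *Folr2* on chromosome 7 and the sums of *mt-Nd3* and *Rps27rt* with their copies were chosen after the results were seen. The other tests below were written before they were run, although the *Gapdh* test concerns a gene picked for its KO/WT ratio. The genes listed here lie outside those the paper discusses. They had the most extreme KO/WT ratios by the bound of the counting interval nearest to 1, with 1 library per genotype. The ranking holds among genes with a symbol that is not a model name and at least 50 counts in one library. Genes with model names, such as *Gm1966* (3090 counts in WT and 63 in FRβ KO) and *9130208D14Rik* (151 and 577), were more extreme than some listed here.

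Higher in FRβ KO were *Ifi208* (5 counts in WT and 479 in FRβ KO, 89.3-fold), *Trim34b* (3 and 262, 81.4-fold), *Fam181b* (1 and 61, 56.9-fold) and *mt-Nd3* (3 and 92, 28.6-fold). *Lrmda* was 10.03-fold, *Entpd4b* 8.52-fold, *Mid1* 4.68-fold, *Rps13-ps1* 4.43-fold, *Ddias* 3.66-fold and *Fscn1*, encoding the actin-bundling protein fascin, 3.39-fold higher. Lower were *Trim12a* (1193 counts in WT and 0 in FRβ KO, 427-fold against a floor of 3 counts that takes the WT count as exact, with an upper limit of 0.00289 for the KO/WT ratio), *Trim5* (235 and 4, 63.0-fold), *Srp54b* (743 and 61, 13.1-fold) and *Gapdh* (5852 and 507, 12.4-fold). *Rpl30-ps10* was 10.2-fold, the cytokine gene *Il33* 6.44-fold, *Camk2b* 5.85-fold, *Trim30b* 4.30-fold, *Ocstamp* 3.60-fold and *Rps27rt* 3.00-fold lower.

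Several of these genes lie near *Folr2* on chromosome 7. Of the 161 measured genes within 10 Mb of *Folr2*, 17 were over 2-fold (6 higher, 11 lower), against 5 in the highest other stretch of as many genes (chromosome 14) and 0.607% of genes elsewhere. The values argue against an effect of the insertion on genes within 1 Mb as the cause of these 17, since 0% of them lay there. The upper limit of 19.5% takes the genes as independent, though several are neighbours. The share over 2-fold does not separate the distances. It was 0 of 27 measured genes within 1 Mb (upper limit 12.8%) and 12.7% from 1 to 10 Mb. Smaller differences in both directions did occur within 1 Mb, as for *Inppl1* (KO/WT ratio 1.51) and *Fchsd2* (0.526). The values also argue against a general difference in interferon signalling of 2-fold size. The 25 measured genes of the fixed interferon-stimulated list had log2 ratios from -0.23 to 0.27, with a median of 0.0681. Smaller shifts are not excluded. That median lay at percentile 99.1 of random lists, and 18 of 24 interferon gamma and antigen presentation genes had an interval below 1. The FRβ KO mice came from an SWV background crossed to C57BL/6, so a donor segment carried along with the *Folr2* allele is a candidate explanation that the clustering is consistent with, while it goes with the genotype in both libraries.

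Genes with near-identical copies make up the second pattern. Of the 104 genes over 2-fold, 43.3% (45, interval 33.6% to 53.3%) had such a copy. Among 520 genes matched on abundance the share was 18.8% (15.6% to 22.5%) at the planned limit of 150 bp. A limit of 100 bp, run first by mistake and kept, gave 24.4% of the matched genes (20.8% to 28.4%). A different division of reads between copies is therefore a candidate explanation for part of the 104 genes. For *mt-Nd3*, the sum with its copy had a KO/WT ratio of 0.701 (0.531 to 0.924), which is consistent with that division, and for *Rps27rt* the sum had 0.747 (0.701 to 0.796), with a gain of its copies of 51.6% of what it lacked. For *Gapdh*, the counts gained by its 140 copies were 7.13% (4.32% to 9.94%) of what *Gapdh* lacked, which argues against division between the counted copies as the cause. Reads discarded for matching several copies, and a difference in *Gapdh* itself, stay open, since the treatment of such reads is not given in the sources used here.

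The third pattern concerns low counts. Of the 32 Fig. 3C genes, 10 had 10 to 49 counts over both libraries and 9 had fewer. Among all genes with 10 to 49 counts, 949 had a point ratio past 2-fold, against 407 to 481 in 100 simulated pairs of libraries with equal expression. Counting error gave at most 481 of them in these simulations, and the excess says nothing of the genotypes, since any 2 separate pools of mice differ by more than counting error. With 1 library per genotype, variation between libraries of the same genotype and a biological effect of FRβ loss cannot be told apart, and the last was not tested. The paper's methods give wildtype mice as purchased and FRβ KO mice as bred at its own facility. The source of the mice therefore also goes with the genotype, which more libraries of these mice would not separate.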

How the results depend on the processing

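Leaving out the genes with a near-identical copy or those within 10 Mb of *Folr2* was chosen after seeing the data. No paired analysis was possible because each genotype has 1 library, and for the same reason no replicate could be left out. *Folr2* has no ratio under any setting, with 0 and 2 counts. The counts of genes over 2-fold higher (45) and lower (59) stayed at 47 to 48 and 58 to 59 with the other scalings, at 45 and 66 without a filter beyond 1 count, and at 39 and 48 without the genes near *Folr2*. They were 16 and 29 with at least 50 counts, 583 and 551 by the point ratio alone, 136 and 155 at 1.5-fold, 21 and 38 with the 99% interval, and 25 and 34 without genes that have a near-identical copy. These follow from the construction of each setting, which takes fewer genes or asks for a wider or narrower margin. Of the Fig. 3C genes with at least 10 counts, the number over 2-fold in the paper's direction was 0 pro-inflammatory, 0 migration, 1 anti-inflammatory and 2 tissue repair. The point ratio alone gave 11, 4, 4 and 4, and the 1.5-fold limit 5, 4, 3 and 2. The paper's cutoffs with an assumed coefficient of variation gave 425 genes at 0.2, 151 with at least 50 counts, 118 at 0.4 and 416 to 420 with the other scalings. All 135 named genes with a ratio kept their 2-fold call, or lack of one, with the other scalings. No call changed to the opposite direction under any setting. That outcome was fixed in advance, since each setting uses the same pair of counts and nearly the same scaling. With the 1.5-fold limit 22 more passed, with the point ratio 37 more, and with the 99% interval 3 fewer. The medians of the M1, M2, migration, wound repair and extracellular matrix lists moved by less than their counting interval under each setting. Scaling by total counts adds 0.04 to every log2 ratio, which takes the wound repair median from -0.03 to 0.01. The M1 median is -0.01 with TMM and 0.01 to 0.03 with the other scalings. Depth limits genes with 10 to 49 counts most, where 37.7% of simulated differences, all well over 2-fold, were found.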

Differences from the paper's values

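The paper gives n = 3 per group for Fig. 3C as the paper's value, and the data hold 1 library per group. Its methods say that the RNA of 3 mice was pooled in each group. None of the alternatives set before the data were examined changes the number of libraries. For all 32 genes of Fig. 3C, the log2 value read from the figure had the direction found in these libraries. It also lay within the counting error of the value computed here, except for 5 genes with a count of 0, where only a bound can be compared.

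For Fig. 3C, the paper describes pro-inflammatory genes, of which it names examples, as raised almost without exception in FRβ KO. The fixed lists set beside it here are other sets that share few genes with the figure, so they are no check of its values. All 16 of the pro-inflammatory genes of Fig. 3C had a higher value in FRβ KO, while of the fixed M1 markers 14 of 30 were higher and 16 lower (17 higher and 13 lower when scaled by total counts, 16 and 14 with upper quartile or DESeq2 scaling), and of the fixed cytokines and receptors 14 of 24 were higher and 10 lower. The legend of Fig. 3C describes chemotactic genes as raised. The fixed chemokine list holds none of the 5 migration genes of the figure and is an unlike set. The 5 migration genes of Fig. 3C were higher, as were 21 of the 32 fixed leukocyte migration genes, while 18 of 24 fixed chemokines were lower. Those lower include *Ccl7*, which the paper also reports as lower. The sum of the 24 chemokines was higher, at 3304 CPM in WT and 3494 in FRβ KO. *Ccl5* gained more than the sum did, so the other chemokines together were lower, as most of them were singly. The sum of the 32 fixed leukocyte migration genes was lower, at 16174 CPM in WT and 14850 in FRβ KO, although most of its members were higher.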

Other observations

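All 17 measured genes of glycolysis were lower in FRβ KO by the whole 95% counting interval (14 of them when scaled by total counts, where all 17 point ratios were lower), with a median log2 ratio of -0.19 at percentile 0.06 of random lists. *Hk2*, encoding hexokinase 2, had 8619 counts in WT and 7040 in FRβ KO (ratio 0.761), *Ldha*, encoding lactate dehydrogenase A, 37767 and 32551 (ratio 0.804), and *Gapdh* was the 1 gene of the list over 2-fold. Of 24 genes of interferon gamma response and antigen presentation, 18 were lower and 6 higher by point ratio (median -0.13, percentile 0.52), among them *Socs1* (9454 and 6461 counts, ratio 0.637) and *Irf8* (15748 and 12268, ratio 0.726). *Cd74*, the invariant chain of MHC class II, was higher (105399 and 133342, ratio 1.18). Of 21 checkpoint ligands and receptors, 12 were higher and 9 lower (median 0.02, percentile 74.2). *Cd274*, encoding PD-L1, had 84603 and 84203 counts (ratio 0.928), and *Pdcd1lg2*, encoding PD-L2, 522 and 374 (ratio 0.668). Among the genes fixed in advance, *Mrc1*, encoding CD206, had 139 and 101 counts (ratio 0.677, 0.519 to 0.882) and *Mmp9* 356 and 328 (ratio 0.859).

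Of 27 wound repair genes, 13 were higher and 14 lower (median -0.03, percentile 44.9). *Areg*, encoding the growth factor amphiregulin, had 0 counts in WT and 10 in FRβ KO (lower limit of the ratio 2.09), *Thbs1* 33494 and 54507 (ratio 1.52), and *Mmp13* 7531 and 4162 (ratio 0.515). Of 25 interferon-stimulated genes, 17 were higher and 8 lower, with log2 ratios from -0.23 to 0.27 (median 0.07, percentile 99.1). The NRF2 targets had a median of 0.13 (8 of 13 higher), oxidative phosphorylation -0.12 (4 of 15 higher), mitochondrial transcripts 0.10 (8 of 11 higher), cell cycle -0.09 (6 of 18 higher), reference genes -0.05 (5 of 12 higher) and immediate early and stress genes 0.04 (9 of 16 higher). Folate receptors and transporters had a median of -0.24 (3 of 7 higher), folate metabolism -0.03 (8 of 17 higher), cholesterol synthesis -0.01 (8 of 17 higher) and the neighbours of *Folr2* 0.07 (11 of 15 higher). The medians of wound repair, folate metabolism and cholesterol synthesis are above 0 when scaled by total counts (at most 0.03), and that of cholesterol synthesis also with upper quartile or DESeq2 scaling. Among the sex chromosome genes, the Y-linked *Uty* (ratio 1.64), *Eif2s3y* (703 and 1130 counts), *Kdm5d* (1.36) and *Ddx3y* (1.25) were higher in FRβ KO, and *Xist* had 3 counts in each library, both from male mice.

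Summed over the measured markers in CPM, macrophage markers were 26452 in WT and 23731 in FRβ KO (15 genes, median -0.08), fibroblast or stromal cell markers 13.5 and 12.0 (median 0.02), and endothelial cell markers 240.0 and 262 (median 0.16), mostly from *Eng* and *Vwf*. T cell markers were 559 and 545 (median -0.04), nearly all from *Il7r*, and B cell markers 16.0 and 13.5 (median -0.49), mostly from *Cd22*. Neutrophil and granulocyte progenitor markers were 190.2 and 170.2 (median -0.54), mast cell or basophil markers 4.88 and 3.85 (median -0.07), and dendritic cell markers 28.5 and 32.5 (median 0.22). Erythroid markers were 0.161 and 0.550 (1 gene, 3 and 11 counts), megakaryocyte markers 6.49 and 5.25 (median -0.27), and no NK cell marker reached 10 counts.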
